# *Trem2* promotes anti-inflammatory responses in microglia and is suppressed under pro-inflammatory conditions

**DOI:** 10.1093/hmg/ddaa209

**Published:** 2020-09-22

**Authors:** Wenfei Liu, Orjona Taso, Rui Wang, Sevinc Bayram, Andrew C Graham, Pablo Garcia-Reitboeck, Anna Mallach, William D Andrews, Thomas M Piers, Juan A Botia, Jennifer M Pocock, Damian M Cummings, John Hardy, Frances A Edwards, Dervis A Salih

## Abstract

Genome-wide association studies have reported that, amongst other microglial genes, variants in *TREM2* can profoundly increase the incidence of developing Alzheimer’s disease (AD). We have investigated the role of TREM2 in primary microglial cultures from wild type mice by using siRNA to decrease *Trem2* expression, and in parallel from knock-in mice heterozygous or homozygous for the *Trem2* R47H AD risk variant. The prevailing phenotype of *Trem2* R47H knock-in mice was decreased expression levels of *Trem2* in microglia, which resulted in decreased density of microglia in the hippocampus. Overall, primary microglia with reduced *Trem2* expression, either by siRNA or from the R47H knock-in mice, displayed a similar phenotype. Comparison of the effects of decreased *Trem2* expression under conditions of lipopolysaccharide (LPS) pro-inflammatory or IL-4 anti-inflammatory stimulation revealed the importance of *Trem2* in driving a number of the genes up-regulated in the anti-inflammatory phenotype. RNA-seq analysis showed that IL-4 induced the expression of a program of genes including *Arg1* and *Ap1b1* in microglia*,* which showed an attenuated response to IL-4 when *Trem2* expression was decreased. Genes showing a similar expression profile to *Arg1* were enriched for STAT6 transcription factor recognition elements in their promoter, and *Trem2* knockdown decreased levels of STAT6. LPS-induced pro-inflammatory stimulation suppressed *Trem2* expression, thus preventing TREM2’s anti-inflammatory drive. Given that anti-inflammatory signaling is associated with tissue repair, understanding the signaling mechanisms downstream of *Trem2* in coordinating the pro- and anti-inflammatory balance of microglia, particularly mediating effects of the IL-4-regulated anti-inflammatory pathway, has important implications for fighting neurodegenerative disease.

## Introduction

Genome-wide association studies (GWAS) continue to reveal variants in immune/microglia-related genes that significantly increase the risk of developing Alzheimer’s disease (AD). These genes now include *TREM2*, *CD33*, *ABI3, PLCG2* and *SPI1* (1–8). These studies particularly emphasize an important role of microglia in AD progression. However, the question of how microglial activation contributes to AD development is still far from resolved. Nor is it clear how to use these findings to leverage microglial pathways for drug discovery.

Triggering receptor expressed on myeloid cells 2 (TREM2) is a transmembrane protein containing a single immunoglobulin-superfamily (Ig-SF) domain. TREM2 expression was first observed in macrophages and dendritic cells, but not granulocytes or monocytes (9–11). It has been reported to be widely expressed in various cell types derived from the myeloid lineage, such as bone osteoclasts (12,13), and lung and peritoneal macrophages (14). In the brain, *TREM2* is predominantly expressed by microglia (15–18). In 2013, two independent GWAS studies (2,4) highlighted a rare variant rs75932628-T in exon 2 of the *TREM2* gene, causing an arginine-to-histidine substitution at amino acid position 47 (R47H), to be highly significantly associated with increased AD risk. The risk from this variant has a comparable effect size with the *APOEε4* allele (around 3-fold increased AD risk; 4,19–22). Furthermore, the R47H variant was investigated in other neurodegenerative diseases and was also found to be associated with frontotemporal dementia, Parkinson’s disease and amyotrophic lateral sclerosis (23,24), suggesting a more widespread role for TREM2 in maintaining microglial function/survival throughout the brain. In addition to the R47H variant, further *TREM2* variants have been revealed to be risk factors of AD or other CNS diseases, such as R62H (8,20), H157Y (25), Q33X, T66M and Y38C (26,27). All of the *TREM2* genetic linkage studies with neurodegenerative diseases suggest an important contribution of impaired or decreased TREM2 function in regulating microglial functions contributing to disease progression.

Evidence from *in vitro* studies has accumulated to support the role of TREM2 in restricting inflammation and promoting phagocytosis. It was first reported in a study using primary microglia transduced with flag epitope tagged TREM2 that TREM2 stimulated microglial chemotaxis, and phagocytosis of fluorescent beads (17). The same study also showed that *Trem2* knockdown via a lentiviral strategy increased pro-inflammatory gene expression and decreased phagocytosis of labeled apoptotic neuronal membranes in primary microglia stressed with co-culture of apoptosis-induced primary neurons. TREM2 was also found to suppress LPS-induced pro-inflammatory markers up-regulated in primary alveolar macrophages *in vitro* (28), and the BV-2 microglial cell line (29). With particular relevance to AD, phagocytosis of amyloid beta (Aβ) was found to be impaired due to lack of or reduced mature TREM2 cell surface expression in studies with primary microglia from *Trem2* knock-out mice and mutant *Trem2* microglial cell lines (30,31). Recently, it was further shown that apolipoproteins, lipids and Aβ itself acted as ligands of TREM2 to facilitate microglial phagocytosis and clearance of Aβ and apoptotic neurons (32–35). In general, these studies suggest that *Trem2* deficiency exacerbates microglial pro-inflammatory activation in response to various stimuli, and accompanies impaired phagocytosis. However, other cellular functions of TREM2, particularly anti-inflammatory or alternative activation, and the molecular mechanisms mediating the actions of TREM2, are not well understood.

In this study, we investigated microglia in mice carrying the *Trem2* R47H point mutation from the Jackson laboratories (*Trem2* R47H knock-in mice, KI mice), alongside wild type (WT) littermates, and then using primary cultures in parallel with acute knockdown of *Trem2* expression using RNAi. The primary effect reported in the R47H mice was a reduction of *Trem2* expression due to altered splicing, and this effect was also observed in independent *Trem2* R47H KI mice (36,37). The changes in microglial number and activation in this mouse will thus be a combination of the partial knockdown of *Trem2* and any effect of the R47H mutation. Hence this is effectively an *in vivo* model of down regulation of TREM2 activity, through the combination of these two factors. We then used isolated primary mouse microglial cultures with acute siRNA-induced knockdown of *Trem2* expression and compared these with microglia carrying the R47H mutation, especially when polarized towards a pro-inflammatory or anti-inflammatory phenotype. We find that decreased levels of *Trem2* have a particularly strong effect on the IL-4 mediated anti-inflammatory gene expression profile, in part by acting through the STAT6 transcription factor.

## Results

### Decreased microglial density and down-regulated *Trem2* expression in the hippocampus of *Trem2* R47H knock-in mice

We aimed to investigate the effects of the *Trem2* R47H variant associated with AD in microglia and compare these with acute *Trem2* ‘loss-of-function’ using siRNA in microglia. We employed mice with knock-in of a R47H point mutation into the endogenous mouse *Trem2* gene (Jackson Laboratory, stock #027918). The primary effect in these *Trem2* R47H KI mice was a substantial and chronic gene dose-related decrease in *Trem2* expression in hippocampal tissue from the mice (Fig. 1A). This has been shown to be due to a splice effect that seems to occur in mice but not in humans (36). Reduced expression of *Trem2* was also seen in an independently generated *Trem2* R47H KI model (37). We can thus consider this R47H mouse line as a useful model for *Trem2* down-regulation *in vivo* to compare with our findings with RNAi-mediated knockdown of *Trem2* presented below. We quantified microglial density in different layers of the hippocampal CA1 region at 4 months of age, using immunohistochemistry with an antibody against IBA1, and found that homozygous *Trem2* R47H KI mice displayed a significant decrease in the number of microglia compared with WT littermates, which was consistent in all four CA1 layers (two-way ANOVA: main effect of genotype *P* < 0.01; Fig. 1B and C). Interestingly, we also observed a significant decrease of CD68 positive microglia in the homozygous *Trem2* R47H mice (two-way ANOVA: main effect of genotype *P* < 0.0001). This change was not primarily due to the total microglia number change because the proportion of CD68 positive microglia also showed a substantial decrease (two-way ANOVA: main effect of genotype *P* < 0.001; Fig. 1B and C). This result suggests that, in addition to slightly reduced microglial density in the hippocampus of homozygous *Trem2* R47H mice, phagocytosis would also be reduced in the surviving microglia.

**Figure 1:**
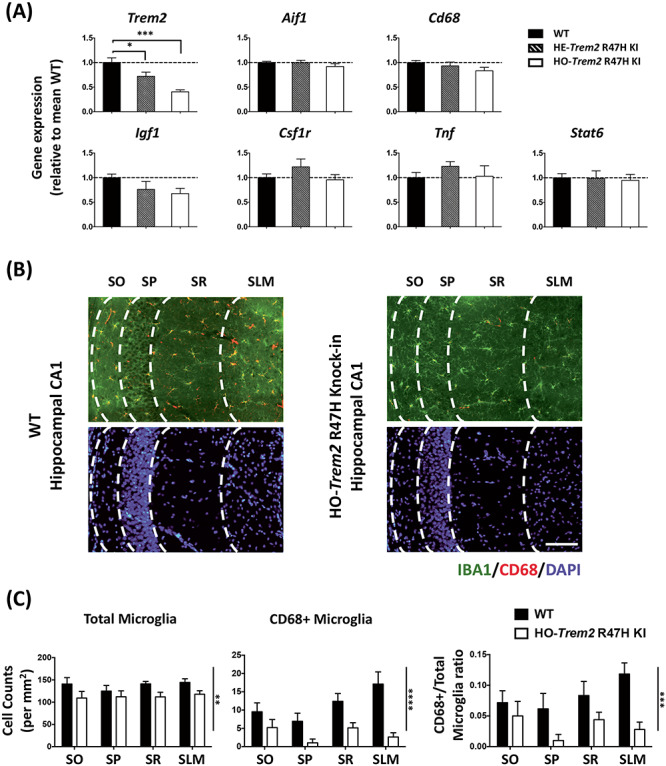
*Trem2* R47H KI mice (4 months old) showed significant down-regulation of *Trem2* expression, and decreased microglia density and CD68 levels in the hippocampus. (**A**) Gene expression in hippocampal homogenates from homozygous (HO) and heterozygous (HE) *Trem2* R47H KI mice relative to *Rps28* and then expressed relative to WT within the batch. *N* = 6–7 mice per group. Data shown as mean ± SEM. One-way ANOVA showed a significant main effect of genotype for *Trem2* expression only, and so Sidak’s *post hoc* tests were used to test pairwise significance between the three genotypes; ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001. (**B**) Representative images showing AIF1/IBA1 and CD68 immuno-staining of microglia with DAPI in the hippocampal CA1 regions from WT and HO-*Trem2* R47H KI mice. The layers from left are SO (*stratum oriens*), SP (*stratum pyramidale*), SR (*stratum radiatum)*, and SLM (*stratum lacunosum-moleculare*). Scale bar: 100 μm. (**C**) Left: total microglia density in all four CA1 layers was decreased in HO-*Trem2* R47H KI mice. Middle: density of CD68 positive microglia decreased in HO-*Trem2* R47H KI mice. Right: proportion of CD68 positive microglia was significantly lower in HO-*Trem2* R47H KI mice. *N* = 5–6 mice per group. Data shown as mean ± SEM. Two-way ANOVA with significant main effect of *Trem2* genotype indicated with vertical lines, no significant interactions were seen between hippocampal layer and *Trem2* genotype; ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001, ^*^^*^^*^^*^P < 0.0001.

We next assessed the microglial activation state in the hippocampus of R47H *Trem2* KI mice at 4 months of age by investigating the expression of a battery of microglial genes covering pro- and anti-inflammatory functions, and other microglial processes (Fig. 1A). Overall, at 4 months of age, a number of genes did not show any significant difference in the hippocampus of the *Trem2* R47H KI mice compared with WT littermates (Fig. 1A). It is important to note that in the hippocampal tissue, the gene expression in microglia is greatly diluted by the much greater contribution of other cell types and so small changes in gene expression will be much more difficult to detect than in enriched microglia. In summary, the *Trem2* R47H KI mice showed that reduced *Trem2* expression resulted in predominantly a phenotype of a slight but significant decrease in microglial numbers and also lower CD68-positive microglia in the CNS environment of healthy young adult mice. This may prime the mouse for neurodegeneration later in life with aging or other environmental factors.

### Primary microglial cultures with acute *Trem2* knockdown and reduced *Trem2* expression in *Trem2* R47H microglia

To investigate the functional potential of microglia with reduced *Trem2* expression using siRNA or in microglia carrying the *Trem2* R47H variant, we established an *in vitro* model where primary microglia were kept in mixed glial culture conditions to develop for around 21 days before isolation (Fig. 2). The microglia isolated from the *Trem2* R47H KI mice show decreased *Trem2* expression throughout the life of the mouse, without the need for transfection. The purity of our primary microglial culture 24 h after isolation was validated via immunocytochemistry against IBA1 (97.2 ± 0.3% IBA1-positive cells; Fig. 3A and Supplementary Material, Fig. S1). In order to validate the potential of the microglial culture to be polarized in the direction of either the pro- or anti-inflammatory phenotypes, LPS or IL-4 was applied respectively, and expression of typical pro-inflammatory (*Tnf* and *Il1b*) or anti-inflammatory (*Arg1* and *Tgfb1*) genes were analyzed via RT-qPCR (Fig. 3B). In particular, IL-4 treatment induced a dramatic time-dependent up-regulation of the anti-inflammatory gene *Arg1* (Fig. 3B). *Arg1* expression was undetectable in our non-stimulated microglia, but reached levels well above detection threshold at 24 h after IL-4 treatment, and by 48 h expression levels had further doubled. There was no substantial change in the proportions of microglia versus other cell types during 72 h of culture for WT compared with homozygous *Trem2* R47H KI microglia, under basal conditions, and also in response to LPS and IL-4 treatment (Supplementary Material, Fig. S1), although there was some cell death (Supplementary Material, Fig. S2).

**Figure 2:**
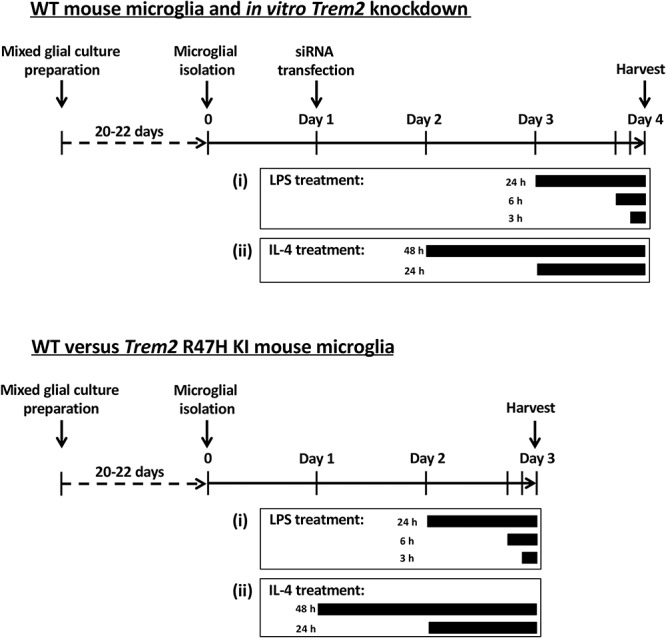
The *in vitro* primary microglial models. Schedule of primary microglia culture from WT or *Trem2* R47H KI mice, and treatment with *Trem2* siRNA, control non-targeting siRNA, LPS or IL-4.

**Figure 3:**
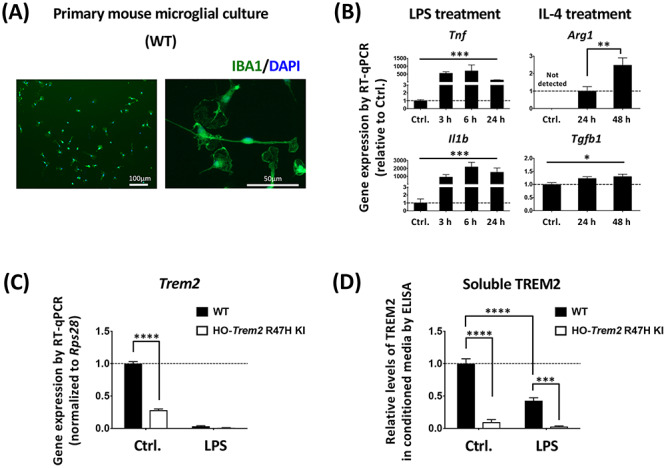
LPS suppression of *Trem2* in primary microglia. (**A**) Left: primary microglia stained with an antibody against IBA1 and DAPI. Right: a higher-magnification image showing the morphology of microglia *in vitro*. (**B**) Pro- and anti-inflammatory gene expression changes in primary microglia with either LPS or IL-4 treatment. *N* = 3–6 independent experiments. Data shown as mean ± SEM. One-way ANOVA showed a significant effect of treatment for *Tnf*, *Il1b* and *Tgfb1*. *Arg1* was not detected under control conditions, and so Student’s *t*-test was used to test pairwise significance between 24 and 48 h of IL-4 treatment; ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001. (**C**) Expression of *Trem2*. *N* = 6 mice per genotype. Data shown as mean ± SEM. Two-way ANOVA with significant main effect of both LPS-treatment and genotype, and a significant interaction between treatment and genotype, so Sidak’s *post hoc* tests were performed to test pairwise significance between the genotypes within a treatment group, marked above individual groups. The interaction reflects a lack of effect of genotype in the LPS treated microglia. ^*^^*^^*^P < 0.001. (**D**) ELISA analysis of soluble TREM2 levels in the microglial supernatants. Soluble TREM2 levels were normalized to the expression levels of three housekeeping genes, *H3f3b*, *Arf1* and *Rps28* assessed by RT-qPCR. *N* = 3–4 mice per genotype. Data shown as mean ± SEM. Two-way ANOVA with significant main effect of both LPS-treatment and genotype, and a significant interaction between treatment and genotype (*P* = 0.0002). Thus Sidak’s *post hoc* tests were performed to test pairwise significance between the four groups, marked above individual groups. ^*^^*^^*^P < 0.001, ^*^^*^^*^^*^P < 0.0001.

Given the reduced number of microglia in the hippocampus of *Trem2* R47H KI mice (Fig. 1), we assessed apoptosis in primary microglia from *Trem2* R47H KI versus WT mice by assessing Annexin V binding using FACS analysis (Supplementary Material, Fig. S2). As expected, we saw increased cell death in *Trem2* R47H KI microglia (14.6% Annexin V-positive, propidium iodide-negative) compared with microglia from WT littermates (7.3% Annexin V-positive, propidium iodide-negative). The increase in cell death is likely due to reduced expression of *Trem2,* consistent with previous findings with *Trem2* knock-out and knock-down (38–40).

To develop a parallel approach to reduce *Trem2* expression, three different siRNA sequences were tested in parallel to a non-targeting control siRNA (Supplementary Material, Fig. S3). The most effective siRNA (sequence 2) gave around 80% knockdown of *Trem2* mRNA levels compared with the non-targeting siRNA control. Thus, we chose this sequence for the majority of RNAi experiments in primary microglia, and confirmed that key findings were dependent on the levels of *Trem2* expression using siRNA sequence 3, which produced 50–60% knockdown of *Trem2* (Supplementary Material, Fig. S3).

### Acute *Trem2* knockdown in primary microglia is effective and impairs phagocytosis, validating the preparation

To assess the effect of *Trem2* knockdown by siRNA in this system, we initially tested the effects on phagocytosis based on previous studies showing impaired phagocytosis with *Trem2* manipulation (17,30,41). We found that microglia with *Trem2* knockdown showed a significant reduction (48.1 ± 9.1%) of phagocytosis of *Escherichia coli*, conjugated to pHrodo (a pH-sensitive fluorescent dye)*,* compared with the non-targeting siRNA treated microglia (Supplementary Material, Fig. S4), confirming previous reports and further validating this cell system.

### Reduced *Trem2* causes transcriptional changes in primary microglia

To understand the genetic pathways regulated by TREM2, we next investigated the subsequent gene expression changes in microglia caused by *Trem2*-knockdown under non-stimulated conditions. We found that *Trem2* knockdown resulted in a significant down-regulation of a number of microglial genes at 72 h after siRNA transfection including *C1qa, Cd68, Csf1r, Igf1, Pik3cg, Spi1, Tnf and Tgfb1* (Supplementary Material, Fig. S5). Overall, acute *Trem2* knockdown produced a significant change in the gene expression profile of microglia under non-stimulated conditions, which might result in a shift of the microglial functional phenotype.

### LPS stimulation dramatically suppresses *Trem2* gene expression in primary microglia

An important outstanding question is how *Trem2* is regulated, so to investigate this, microglia were stimulated with LPS to induce classical pro-inflammatory responses. We first found that, in both the WT and *Trem2* R47H KI cells, LPS treatment strongly down-regulated *Trem2* expression (Fig. 3C and Supplementary Material, Fig. S6), which was consistent with the previous findings in a variety of cell preparations (16,42). In addition, the soluble TREM2 protein level in the conditioned medium in response to LPS was decreased for the microglia from the WT littermates (Fig. 3D), and the level of TREM2 protein in the medium conditioned by cells from the homozygous *Trem2* R47H KI mice was also decreased, supporting the transcriptional findings. This suggests that pro-inflammatory conditions inhibit microglial *Trem2* expression, which might result in a state of temporary or chronic ‘TREM2-deficiency’ in microglia.

The expression levels of *Tnf* and *Il1b,* two typical pro-inflammatory markers, were greatly increased in our LPS-treated microglia from as early as 3 h after LPS application. As expected, considering so little *Trem2* remained under these conditions, knockdown of *Trem2* by siRNA had little effect on LPS-induced gene expression with up-regulation of *Tnf* or *Il1b* being unchanged at the transcriptional level with *Trem2* knockdown compared with control cultures (Supplementary Material, Fig. S6). Consistent with the transcriptional results, the protein level of TNF-alpha released from the microglial cells showed that LPS strongly up-regulated TNF-alpha, but there was no significant change caused by *Trem2* knockdown (Supplementary Material, Fig. S6). Similar results were seen in microglia from the homozygous *Trem2* R47H KI mice with no substantial change to *Tnf* expression but a decrease in *Il1b* expression (Supplementary Material, Fig. S7). We next investigated the effects of this pro-inflammatory treatment on a variety of genes (Supplementary Material, Figs S6–S8). In general, the LPS-dependent effects on gene expression studied here were apparently independent of *Trem2* expression whether knocked-down by siRNA or using the *Trem2* R47H KI microglia. The gene expression profiles were similar whether we normalized to the ubiquitous reference gene *Rps28* or three housekeeping genes (Supplementary Material, Fig. S8), accordingly all reference genes were stable between genotypes under the conditions tested (Supplementary Material, Figs S9 and S10). However, considering the decreased expression of *Trem2* under pro-inflammatory conditions, it is not surprising that further reducing *Trem2* had little additional effect.

### *Trem2* is involved in microglial anti-inflammatory responses with IL-4

Next we studied the effect of acute *Trem2* knockdown on the alternative anti-inflammatory activation of microglia in response to IL-4 treatment. We first found that microglial *Trem2* expression upon IL-4 treatment was maintained at a similar level to that under basal conditions (Figs 4A and 5A). We next investigated two anti-inflammatory markers *Arg1* and *Tgfb1* (Fig. 4B). Upon IL-4 treatment, *Arg1* expression showed a time-dependent up-regulation, however, this up-regulation was considerably decreased in the *Trem2* knockdown group (two-way ANOVA: interaction between main effects of *Trem2* knockdown and IL-4 treatment time, *P* = 0.05; Sidak’s multiple comparisons: significant difference between the *Trem2* knockdown group and the control at 48 h post IL-4 treatment, *P* < 0.001). The *Tgfb1* expression also showed an increase with IL-4 stimulation, however, in contrast to *Arg1* the effect of *Trem2* knockdown and IL-4 showed no interaction. Our findings were similar in the microglia from the *Trem2* R47H KI mice, with *Arg1* showing a strong induction by IL-4 treatment and the down-regulation of *Trem2* in the microglia from *Trem2* R47H KI mice significantly preventing this change in a gene dose-dependent manner (Fig. 5B, one-way ANOVA: *P* = 0.002, Sidak’s multiple comparisons: *P* = 0.08 for WT versus heterozygous, and *P* = 0.01 for WT versus homozygous). The other anti-inflammatory marker *Tgfb1* was significantly decreased in homozygous *Trem2* R47H microglia independent of IL-4-treatment, and the fold-change in *Tgfb1* up-regulation in response to treatment was similar for WT and homozygous *Trem2* R47H cells (Fig. 5B). These findings suggest that separate mechanisms regulate basal levels of some genes like *Tgfb1* (which may be *Trem2*-dependent at least in part), compared with mechanisms that regulate levels following induction (which can be *Trem2*-independent).

**Figure 4:**
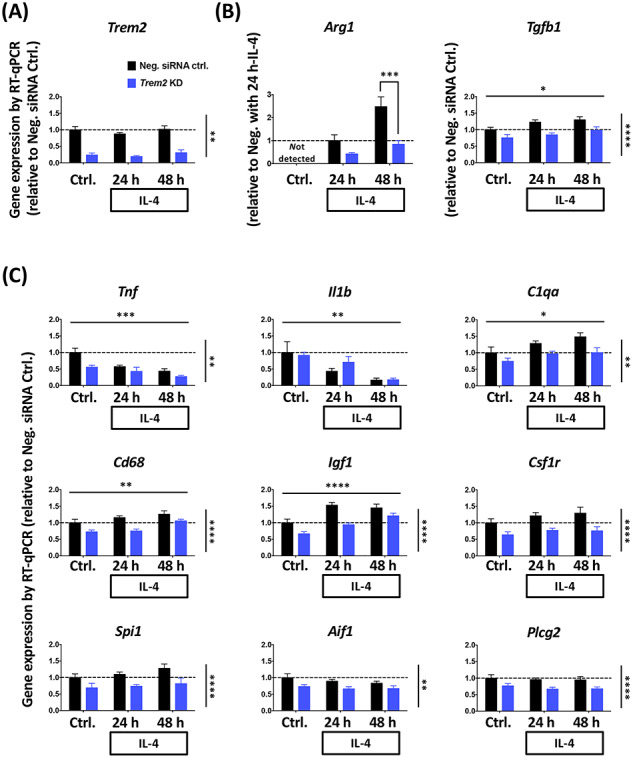
*Trem2* knockdown impairs the IL-4-induced anti-inflammatory response of primary microglia. (**A**) *Trem2* gene expression was not significantly influenced by IL-4 stimulation. (**B**) *Arg1* and *Tgfb1* expression, as markers of the anti-inflammatory response, showed significant up-regulation with time after IL-4 application. Particularly, *Trem2* knockdown greatly decreased IL-4-induced *Arg1* expression compared with negative controls. Gene expression levels were normalized to *Rps28* and calculated as fold change relative to the negative control without IL-4 treatment in each individual culture preparation, except for *Arg1*. Two-way ANOVA with significant main effect of IL-4 incubation time and *Trem2* knockdown indicated as horizontal and vertical lines respectively. A significant interaction between IL-4 treatment length and *Trem2* knockdown was seen only in *Arg1* expression (B), and so Sidak’s *post hoc* tests were performed to test pairwise significance between the negative siRNA control and *Trem2* knockdown at each time-point. (**C**) Expression of the pro-inflammatory genes (*Tnf* and *Il1b)* and other microglial genes. Gene expression levels were normalized to *Rps28* and calculated as fold change relative to the negative control without IL-4 treatment in each individual culture preparation. *N* = 7–9 independent experiments. Data shown as mean ± SEM. Two-way ANOVA; significant main effects of IL-4 treatment time and *Trem2*-knockdown indicated by horizontal and vertical lines respectively, no significant interactions were seen between IL-4 treatment and *Trem2* knockdown; ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001, ^*^^*^^*^^*^P < 0.0001.

**Figure 5:**
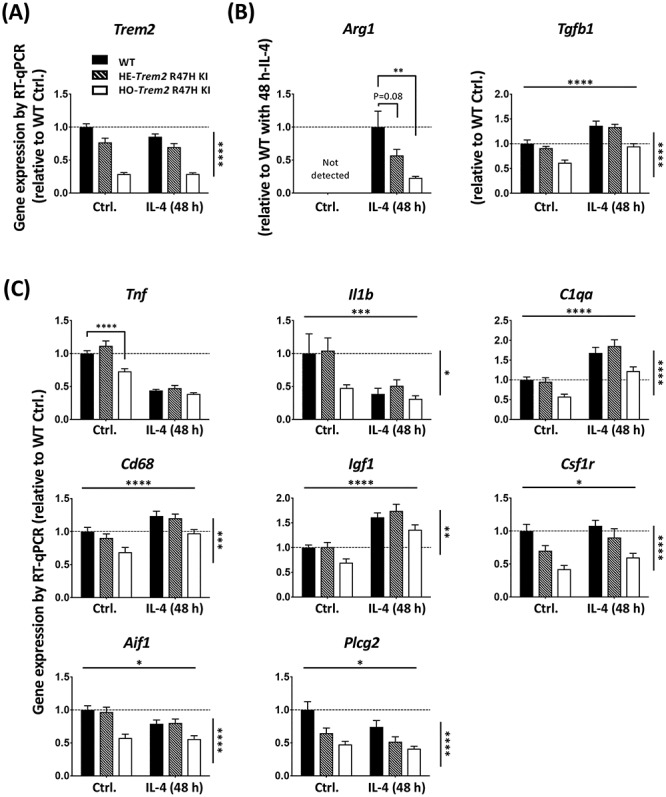
Primary microglia from *Trem2* R47H KI mice show decreased *Trem2* expression, and an impaired IL-4-induced anti-inflammatory response. (**A**) Expression of *Trem2*. (**B**) Expression of anti-inflammatory markers, *Arg1* and *Tgf1b*. (**C**) Expression of other microglial genes*.* Gene expression was normalized to *Rps28* and calculated as fold change relative to the WT control without IL-4 treatment. *N* = 8–15 mice per genotype. Data shown as mean ± SEM. Two-way ANOVA (for all genes except *Arg1*). Significant main effect of IL-4-treatment and genotype indicated as horizontal and vertical lines respectively, no significant interactions were seen between IL-4-treatment and *Trem2* knockdown. Sidak’s *post hoc* tests were performed to test pairwise significance between the three genotypes within a treatment group. *Arg1* was analyzed by one-way ANOVA (*P* = 0.002) followed by Sidak’s multiple comparisons to test pairwise significance between the three genotypes within a treatment group. ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001, ^*^^*^^*^^*^P < 0.0001.

We went on to compare the effect of the anti-inflammatory stimulus on the gene expression levels of a variety of genes (Fig. 4C). As expected, the anti-inflammatory IL-4 treatment decreased expression of pro-inflammatory marker genes *Tnf* and *Il1b* (two-way ANOVA: main effect of IL-4 treatment, *P* < 0.001 for *Tnf,* and *P* < 0.01 for *Il1b*). Expression of *C1qa*, *Cd68* and *Igf1* were all found to be significantly up-regulated with IL-4 treatment, which is similar to what we saw in transgenic mice in correlation with amyloid plaque load (43,44) (www.mouseac.org). Expression of *Csf1r*, *Spi1*, *Aif1* and *Plcg2* were unaffected by IL-4 treatment. Interestingly, the expression of all of these genes was significantly lower in cells with acute *Trem2* knockdown, and was not dependent on IL-4 stimulation (no significant interaction of knockdown versus IL-4). Similarly to the *Trem2* knockdown experiments, genes for which expression was increased in response to IL-4, such as *Igf1, Cd68 and C1qa,* also showed decreased expression in the homozygous *Trem2* R47H microglia, regardless of IL-4-treatment (Fig. 5C; two-way ANOVA: main effect of IL-4-treatment, and main effect of *Trem2* genotype, but no interaction for *Igf1*, *Cd68* and *C1qa*).

Collectively, these data suggest that the effect of TREM2 on the microglial gene expression profile pushes microglia towards an anti-inflammatory phenotype. TREM2 promotes an anti-inflammatory response via two mechanisms: (i) an IL-4 independent mechanism supporting the expression of common genes, such as *Igf1*, *Cd68* and *C1qa*, which are induced by IL-4 in control cells and suppressed by *Trem2* reduction, but there is lack of interaction between the effects of *Trem2* and IL-4 on these genes, and so here TREM2 and IL-4 likely act via independent parallel pathways to converge onto similar endpoints; (ii) an IL-4-dependent mechanism where the gene expression response to IL-4 depends on TREM2, genes such as *Arg1*, where there is a significant interaction between the effects of *Trem2* and IL-4. Interestingly, the effects of IL-4 stimulation on gene expression mimic the changes seen in association with plaque development in transgenic mice (44), where *Trem2* levels are also strongly increased, whereas the pro-inflammatory effects of LPS have the opposite effect.

### Gene expression profiles regulated by TREM2 and IL-4

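Microglia, the resident macrophages of the brain, were cultured from mice homozygous for the *Trem2* R47H knock-in allele (KI) and from wild-type (WT) mice, and their polyadenylated RNA was sequenced. There were 3 cultures of each genotype, named T13, T33 and T43 for WT and T15, T22 and T32 for KI. Each culture gave 1 untreated library and 1 library after 48 h with 20 ng/ml of the anti-inflammatory cytokine IL-4, which makes 12 libraries in 4 groups of 3. Genotype therefore varied between cultures, whereas IL-4 varied within each culture. The authors removed adaptors and low-quality bases with Trim Galore, quantified transcripts with Salmon on the ENSEMBL GRCm38 annotation and summarised them per gene with tximport. The deposited values are TPM, transcript abundances scaled to the same total in each library, which sum to 1000000 in every library and keep no record of how many reads were counted. The paper's methods give a nominal number of reads for the sequencing, but not the reads counted in each library or on each gene, so the depth behind each value is unknown from these values. The table lists 48623 genes, of which 29745 were above 0 in at least 1 library. Between 20750 and 23945 genes were above 0 per library, with a median of 22212. The 10 genes with the highest values took between 20.5% and 33.1% of the TPM of a library, and no pair of libraries held identical values. Since 2 of the 2538 genes with a median above 50 TPM were listed at 0 in at least 1 library, a gene at 0 is described only as listed at 0.

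Values were taken as log2(TPM + 1), and the 11204 genes with a mean above 1.5 on that scale were tested with limma. Its moderated F-test took genotype and the genotype-by-IL-4 interaction together for the genotype effect, and IL-4 and the interaction together for the IL-4 effect, with Benjamini-Hochberg adjusted p-values under 0.05 counted as past the threshold. The direction of a gene was taken from its difference averaged over the other factor. Log2 differences on this scale understate the change of genes with few TPM. On simulated data with 200 of 11204 genes changed by 2 on the log2 scale, 71.5% of the changed genes were recovered for genotype, 73% for IL-4 and 33% for the interaction, so the interaction test had the least power of these tests. The simulated libraries were drawn independently, so these rates leave out any similarity between the libraries of a culture.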

To discover novel gene expression profiles regulated by TREM2 and IL-4, we performed RNA-seq using cultured primary microglia from homozygous *Trem2* R47H KI mice versus WT littermates under basal conditions and in response to IL-4 treatment. As a means of validation of the RNA-seq data, the expression profile of all the test and reference genes assayed by RT-qPCR above were similar to the gene expression obtained by RNA-seq under basal conditions and in response to IL-4 (Supplementary Material, Figs S10 and S11, compare with Figs 4 and 5). 

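In the RNA-seq libraries, the reference gene *Rps28* was at 347 ± 32.5 TPM (SD, n = 3) in untreated WT and 299 ± 60.0 TPM (SD, n = 3) in untreated KI microglia, and neither genotype (adjusted p = 0.667, limma's F-test) nor IL-4 (adjusted p = 1.00, limma's F-test) changed it beyond the spread between cultures. The other reference genes *Arf1* (adjusted p = 0.989) and *H3f3b* (adjusted p = 0.886) also did not differ by genotype in limma's F-test. Among the test genes, *Aif1*, which encodes IBA1, fell from 410 ± 94.7 TPM in untreated WT to 182 ± 33.7 TPM in untreated KI microglia (SD, n = 3 each), and its log2 difference averaged over both treatments was -0.93 (standard error 0.15, adjusted p = 0.0211, limma's F-test). It was past the threshold in 2 of the 6 fits that each left out one culture, and was not with no expression filter (adjusted p = 0.175) or no variance trend (adjusted p = 0.0961), fits added for single genes after seeing the data. *Csf1r* was lower in KI as well, with a log2 difference of -0.83 (standard error 0.16, adjusted p = 0.0408, limma's F-test). This was not past the threshold with a pseudocount of 0.1 (adjusted p = 0.0561), after quantile normalization (adjusted p = 0.0501), with culture as a random replicate block (adjusted p = 0.0648) or in 5 of the 6 fits that each left out one culture, nor in the added fits with no filter (adjusted p = 0.262), no variance trend (adjusted p = 0.149) or an astrocyte marker score as a covariate (adjusted p = 0.149). *C1qa* did not pass the genotype threshold (adjusted p = 0.0651, limma's F-test), although it did with KI culture T22 left out (adjusted p = 0.0324) and in limma's 1-coefficient test of the average difference (adjusted p = 0.0221), which was applied to single genes after seeing the data. *Igf1* (adjusted p = 0.275), *Tnf* (adjusted p = 0.530), *Il1b* (adjusted p = 0.227), *Cd68* (adjusted p = 0.798), *Pik3cg* (adjusted p = 0.400), *Plcg2* (adjusted p = 0.837) and *Tgfb1* (adjusted p = 0.647) did not pass it in limma's F-test.

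With IL-4, *C1qa* rose by 0.79 on the log2 scale (standard error 0.15, adjusted p = 0.0392, limma's F-test) and *Igf1* by 0.90 (standard error 0.17, adjusted p = 0.0482, limma's F-test). Neither was past the threshold after quantile normalization (adjusted p = 0.179 for *C1qa* and 0.191 for *Igf1*) or median-ratio scaling (0.147 and 0.148), nor in the added fits with no filter (0.372 and 0.373) or no variance trend (0.203 and 0.228). With a pseudocount of 0.1 *Igf1* was not past it either (adjusted p = 0.0540). Of the 6 fits that each left out one culture, *C1qa* was past it in 2 and *Igf1* in 1. Both stayed past it with a random replicate block and with the astrocyte covariate. They did so in the 1-coefficient test too (adjusted p = 0.0123 for *C1qa* and 0.0139 for *Igf1*). These settings were looked at for single genes after seeing the data. *Tgfb1* was higher with IL-4 in all 6 cultures, by 0.76 on average (standard error 0.17), and did not pass the threshold (adjusted p = 0.151, limma's F-test), although it did with culture as a fixed replicate block (adjusted p = 0.0368). *Cd68* was also higher in all 6 cultures, by 0.42 on average (standard error 0.23), and did not pass the threshold (adjusted p = 0.942, limma's F-test), although it did with the astrocyte covariate (adjusted p = 0.0122). *Tnf* was lower with IL-4 in all 6 cultures, by -0.76 on average (standard error 0.34, adjusted p = 0.707, limma's F-test). *Il1b* fell in 4 cultures and rose in KI cultures T15 and T32, with an average log2 difference of -0.62 (standard error 0.41, adjusted p = 0.949, limma's F-test), so neither passed the threshold. *Csf1r*, *Spi1*, *Aif1*, *Plcg2* and *Pik3cg* did not pass it either, with adjusted p-values from 0.784 to 1.00 (limma's F-test). Of these, *Csf1r* was higher with IL-4 in all 6 cultures, by 0.31 on average (standard error 0.16). *Pik3cg* was lower in all 6, by -0.55 on average (standard error 0.23). The direction of *Spi1*, *Aif1* and *Plcg2* varied between cultures.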

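The genotype effect was past the threshold for 185 genes, of which 40 were lower and 145 higher in KI microglia (limma's F-test). The alternatives tried gave from 1 lower and 1 higher, with the contrast in IL-4-treated cultures alone, to 133 lower and 442 higher, with the 1-coefficient test of the average difference. With culture as a random replicate block, 21 genes were lower and 56 higher.

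*Trem2* lies on chromosome 17 of GRCm38 from 48346401 to 48354147 on the plus strand. Its expression was 1584 ± 282 TPM in untreated WT and 566 ± 225 TPM in untreated KI microglia, and 1351 ± 183 TPM and 553 ± 110 TPM after IL-4 (SD, n = 3 each). The log2 difference averaged over both treatments was -1.43 (standard error 0.19, adjusted p = 0.00763, limma's F-test). It stayed between -1.59 and -1.16 with each culture left out in turn, and was past the threshold in 4 of those 6 fits. It was not past the threshold with no expression filter (adjusted p = 0.126) or no variance trend (adjusted p = 0.0600), fits added for single genes after seeing the data. The mean log2 value of 18 microglial marker genes was also lower in KI than in WT microglia, by -0.61, and relative to these markers the difference in *Trem2* was -0.82 (exact permutation test over cultures, 2-sided p = 0.1, the smallest that 3 cultures against 3 allow, and 0.35 adjusted over the 7 items tested in this way).

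*Cd72* (chromosome 4, 43446462 to 43454628, minus strand) had the smallest p-value of the genes lower in KI. It fell from 709 ± 74.8 TPM to 253 ± 24.8 TPM in untreated microglia (SD, n = 3 each), with an average log2 difference of -1.45 (standard error 0.11, adjusted p = 0.0001, limma's F-test). *Abi3* (chromosome 11, 95830074 to 95842476, minus strand) went from 75.0 ± 14.4 TPM to 30.3 ± 4.93 TPM (SD, n = 3 each), with a log2 difference of -1.10 (standard error 0.16, adjusted p = 0.0101, limma's F-test), and was also not past it in those fits (adjusted p = 0.0726 and 0.0591). *Ch25h* (chromosome 19, 34473778 to 34475164, minus strand) went from 230.2 ± 44.6 TPM to 43.5 ± 23.5 TPM (SD, n = 3 each), with a log2 difference of -1.72 (standard error 0.24, adjusted p = 0.00597, limma's F-test, and 0.100 with no filter). *Pik3ap1*, another gene lower in KI, had a log2 difference of -1.08 (standard error 0.18, adjusted p = 0.0203, limma's F-test, 0.171 with no filter and 0.0806 with no variance trend). With each culture left out in turn, *Cd72* was past the threshold in 6 of the 6 fits, *Abi3* in 5, *Ch25h* in 4 and *Pik3ap1* in 3.

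*Apoc2* was lower by -0.52 on the log2 scale (standard error 0.15), which was not past the threshold (adjusted p = 0.168, limma's F-test), and neither was *Arpc4*, at -0.35 (adjusted p = 0.168, limma's F-test). *Neurl1a* was listed at 0 in all 3 untreated KI libraries and at 5.54, 3.32 and 1.14 TPM in the untreated WT libraries, and its adjusted p was 0.160 (limma's F-test). *Oas1b* was below the expression filter and was tested in the fit without it. It was at 0.962, 1.19 and 0.653 TPM in untreated WT cultures T13, T33 and T43 and at 0.0836, 0.00844 and 0.00192 TPM in untreated KI cultures T15, T22 and T32, with an adjusted p of 0.561 over both treatments (limma's F-test).

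**Figure D1:**
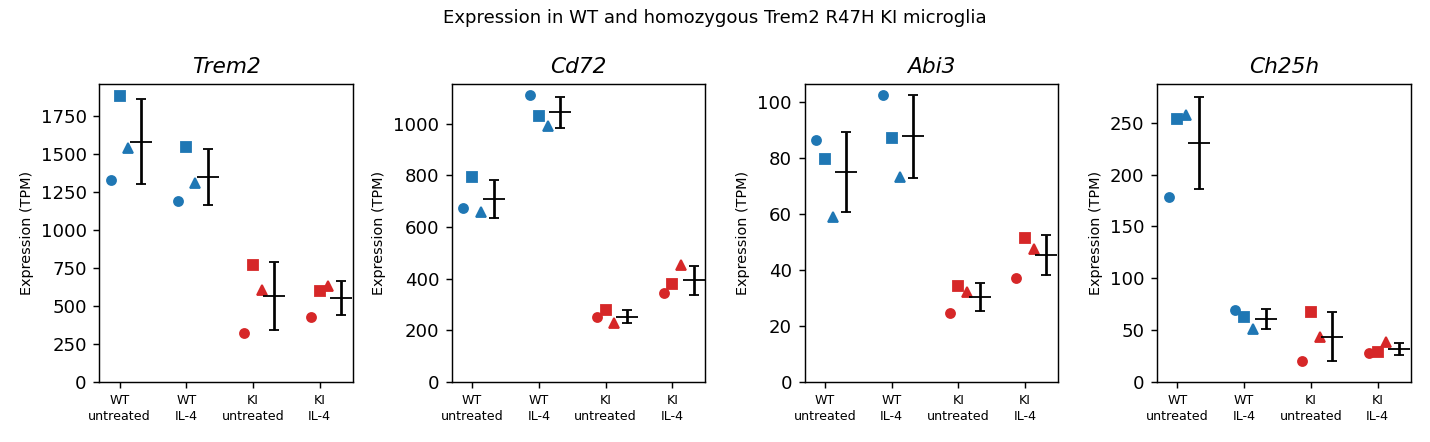
Expression in TPM (vertical axes, starting at 0) of *Trem2*, *Cd72*, *Abi3* and *Ch25h* in each library of WT (blue) and KI (red) microglia, untreated or with IL-4. Each point is one culture (circle, square and triangle for T13, T33 and T43 in WT and for T15, T22 and T32 in KI), and the black marks are the mean and SD of 3 libraries. For each gene and treatment, every KI library lies below every WT library.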

Differential expression analysis showed decreased expression of *Trem2* in the microglia from *Trem2* R47H KI mice as expected, and also reduced expression of a number of genes including *Abi3* (*ABI family member 3*), *Cd72* (*CD72 antigen*), *Ch25h* (*cholesterol 25-hydroxylase*), *Apoc2* (*apolipoprotein C II*), *Oas1b* (*oligoadenylate synthetase 1b*) and *Neurl1a* (*neuralized E3 ubiquitin protein ligase 1A*) (311 genes with decreased expression, DESeq2 False Discovery Rate, FDR < 0.05; Fig. 6A; Supplementary Material, Table S1). Genes showing increased expression in the *Trem2* R47H KI microglia included *App (amyloid precursor* protein), *Hspa1b* (*heat-shock 70 kDa protein 1B*) and *Ccnd2* (*cyclin D2*) (408 genes with increased expression, DESeq2 FDR < 0.05; Fig. 6A; Supplementary Material, Table S2). 

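*Ccnd2* (chromosome 6 of GRCm38, 127125162 to 127152193, minus strand) was at 86.6 ± 27.5 TPM in untreated WT and 415 ± 48.8 TPM in untreated KI microglia (SD, n = 3 each). Its log2 difference averaged over both treatments was 1.86 (standard error 0.18, adjusted p = 0.000788, limma's F-test). *Tm4sf1*, with a log2 difference of 2.06 (standard error 0.19, adjusted p = 0.000788, limma's F-test), and *Acta2*, with 2.11 (standard error 0.23, adjusted p = 0.00296, limma's F-test), were the other genes with the smallest p-values among those higher in every KI library than in every WT library of the same treatment. *Ccnd2* and *Tm4sf1* were past the threshold in 6 of the 6 fits that each left out one culture. *Acta2* was in 5 of them, and was not with WT culture T33 left out (adjusted p = 0.0553) or with no expression filter (adjusted p = 0.0692), a fit added for single genes after seeing the data. It is also a marker of mural cells, the contractile cells of blood vessel walls. *Traf1* was at or below 0.0235 TPM in the untreated WT libraries and at 6.66 ± 1.04 TPM in untreated KI microglia (SD, n = 3), with an average log2 difference of 2.29 (standard error 0.36, adjusted p = 0.0148, limma's F-test). It was past the threshold in 3 of the 6 fits that each left out one culture, with adjusted p-values up to 0.118, and was not in the added fits with no filter (adjusted p = 0.0649) or the astrocyte covariate (adjusted p = 0.0551). *Csf1* had a log2 difference of 1.45 (standard error 0.29, adjusted p = 0.0369, limma's F-test), which was not past the threshold with culture as a replicate block (adjusted p = 0.0629) or after quantile normalization (adjusted p = 0.0522), nor in the added fits with no filter (adjusted p = 0.262), no variance trend (adjusted p = 0.101) or the covariate (adjusted p = 0.117), and was past it in 1 of the 6 fits with a culture left out.

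*App* rose from 123 ± 12.1 TPM to 191 ± 33.5 TPM in untreated microglia (SD, n = 3 each), and its average log2 difference of 0.55 (standard error 0.12) was not past the threshold (adjusted p = 0.0699, limma's F-test), although it was with KI culture T22 left out (adjusted p = 0.0456) and in limma's 1-coefficient test of that average (adjusted p = 0.0221), applied to single genes after seeing the data. *Hspa1b*, below the expression filter and tested in the fit without it, was at 0.0533, 0.0389 and 0 TPM in the untreated WT libraries and at 7.41, 6.77 and 6.33 TPM in the untreated KI libraries. After IL-4 the KI libraries ranged from 0.0361 to 10.0 TPM, and over both treatments the adjusted p was 0.357 (limma's F-test). *Igf1r* had a log2 difference of 0.66 (standard error 0.34, adjusted p = 0.474, limma's F-test).

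The split of the 185 genes moved with the scaling of the libraries. As deposited, 78.4% of them were higher in KI, against 61.6% of the genes past the threshold after quantile normalization and 59.2% after median-ratio scaling. The median log2 difference of all tested genes was 0.129 as deposited, -0.0632 after quantile normalization and -0.0102 after median-ratio scaling.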

The genes differentially expressed in response to reduced *Trem2* expression in the *Trem2* R47H KI microglia showed a significant overlap with a network of genes expressed by amyloid-responsive microglia from bulk RNA-seq analysis of mouse hippocampus, which showed up to a 9.2-fold increase in *Trem2* expression, providing evidence that altering *Trem2* levels impacts expression of similar downstream genes in this method of culturing microglia (Fisher’s exact test *P* = 3.5e-47) (44). The genes differentially expressed due to reduced *Trem2* expression in the *Trem2* R47H KI microglia were significantly enriched for biological annotations associated with immune cell cytoskeletal processes, actin organization and cell chemotaxis/migration (Fig. 6B). More specifically, the genes down-regulated in cells carrying the *Trem2* R47H KI alleles were associated with microglial activation, suggesting down-regulation of genes with reduced *Trem2* expression may dampen some states of microglial activation (Supplementary Material, Fig. S12). Whereas genes up-regulated in cells carrying the *Trem2* R47H KI alleles were involved in cytoskeletal and actin processes (Supplementary Material, Fig. S12), driving the majority of the changes seen with reduced *Trem2* expression.

**Figure 6:**
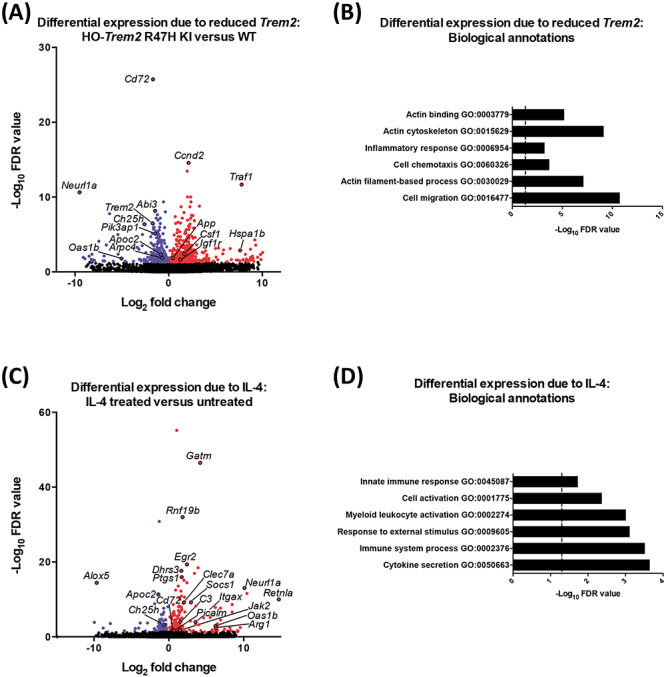
Gene expression profile in primary microglia from *Trem2* R47H KI and WT mice with IL-4 treatment by RNA-seq. (**A**) Volcano plot showing differentially expressed genes for microglia from HO-*Trem2* R47H KI versus WT mice by DESeq2 (FDR < 0.05). (**B**) Biological annotations associated with differentially expressed genes for microglia from HO-*Trem2* R47H KI versus WT mice (FDR < 0.05) with enrichment *P*-values corrected for multiple testing. Vertical dashed line signifies corrected enrichment *P* = 0.05. (**C**) Volcano plot showing differentially expressed genes for microglia treated with IL-4 versus untreated by DESeq2 (FDR < 0.05). (**D**) Biological annotations associated with differentially expressed genes for microglia treated with IL-4 versus untreated (FDR < 0.05) with enrichment *P*-values corrected for multiple testing. Vertical dashed line signifies corrected enrichment *P* = 0.05. *N* = 3 mice per genotype per condition.

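The IL-4 effect was past the threshold for 100 genes in limma's F-test, 84 of them higher and 16 lower with IL-4. With culture as a fixed replicate block, the counts were 201 higher and 39 lower, and 99 of the 100 genes were among these.

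*Arg1* (chromosome 10 of GRCm38, 24915221 to 24927484, minus strand), which encodes arginase 1, was listed at 0 in 3 of the 6 untreated libraries and reached at most 5.48 TPM in the others. After IL-4 it was at 542 ± 52.1 TPM in WT and 236 ± 90.2 TPM in KI microglia (SD, n = 3 each), an average log2 difference of 7.42 (standard error 0.41, adjusted p = 1.3e-06, limma's F-test). *Gatm* (chromosome 2, 122594467 to 122611303, minus strand) rose by 4.05 (standard error 0.21, adjusted p = 1.2e-06, limma's F-test), and *Ap2m1* rose by 1.32 (standard error 0.09, adjusted p = 8.4e-06, limma's F-test). These had the smallest p-values among genes higher in all 6 cultures. *Retnla* (chromosome 16, 48842551 to 48844461, plus strand) was listed at 0 in all 6 untreated libraries and ranged from 96.1 to 2822 TPM after IL-4 (adjusted p = 8.7e-06, limma's F-test). *Clec7a* rose by 1.97 (standard error 0.22, adjusted p = 0.000904, limma's F-test) and *Itgax* by 3.63 (standard error 0.38, adjusted p = 0.00056, limma's F-test). *Egr2* and *Socs1* were also past the threshold, with log2 differences of 2.75 and 4.25, and stayed past it in 6 of the 6 fits that each left out one culture. *C3* rose by 2.00 (adjusted p = 0.0219, limma's F-test), and was past the threshold in 3 of those 6 fits, with adjusted p-values up to 0.204. It was not with no filter (adjusted p = 0.321) or no variance trend (adjusted p = 0.125), fits added for single genes after seeing the data.

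*Jak2* was higher with IL-4 in all 6 cultures, by between 0.03 and 2.30 on the log2 scale, and was not past the threshold (adjusted p = 0.180, limma's F-test). *Picalm* was also higher in all 6 cultures, by 0.69 on average (standard error 0.16, adjusted p = 0.154, limma's F-test, and 0.0477 in the 1-coefficient test). *Neurl1a* rose by 1.80 (standard error 0.39, adjusted p = 0.0595, limma's F-test), and was past the threshold with a pseudocount of 0.1 (adjusted p = 0.0250), in the 1-coefficient test (adjusted p = 0.0367) and with no variance trend (adjusted p = 0.0329). *Oas1b*, tested in the fit without the expression filter, was at 2.67 ± 0.75 TPM (SD, n = 3) in KI microglia after IL-4 and had an adjusted p of 0.373 (limma's F-test).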

We next investigated differential expression in the cultured primary microglia in response to IL-4 treatment, and found many genes induced by IL-4, including *Arg1* (described above), *Retnla* (*resistin-like alpha*), *Clec7a* (*C-type lectin domain family 7, member A*), *Itgax*/CD11C (*integrin alpha X*), *Jak2* (*Janus kinase 2*), *Picalm* (*phosphatidylinositol binding clathrin assembly protein*), *Oas1b*, *Neurl1a* and *Gatm* (*glycine amidinotransferase*) (184 genes with increased expression, DESeq2 FDR < 0.05; Fig. 6C; Supplementary Material, Table S3). 

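*Apoc2* (chromosome 7 of GRCm38, 19671579 to 19677941, minus strand) went from 235 ± 33.6 TPM to 104 ± 14.3 TPM with IL-4 in WT and from 174 ± 34.4 TPM to 69.2 ± 14.7 TPM in KI microglia (SD, n = 3 each). Its average log2 difference was -1.24 (standard error 0.15, adjusted p = 0.00166, limma's F-test), the smallest p-value of the genes lower with IL-4 in all 6 cultures. *Hpgd*, at -1.01 (standard error 0.13), and *Tlr2*, at -1.82 (standard error 0.24), came next, each with an adjusted p of 0.00302 (limma's F-test). Among the fits added for single genes after seeing the data, *Hpgd* was not past the threshold with no variance trend (adjusted p = 0.0671) and *Tlr2* with no filter (adjusted p = 0.0897). *Ch25h* went from 230.2 to 60.9 ± 9.53 TPM in WT microglia (SD, n = 3), while in KI microglia it was low without IL-4 and ended at 31.5 ± 5.62 TPM (SD, n = 3). Its average log2 difference was -1.10 (standard error 0.24, adjusted p = 0.0351, limma's F-test), and it was not past the threshold after quantile normalization (adjusted p = 0.0675) or median-ratio scaling (adjusted p = 0.0514), nor in the added fits with no filter (adjusted p = 0.335) or no variance trend (adjusted p = 0.173), and was past it in 2 of the 6 fits that each left out one culture. The IL-4 effect of *Ch25h* stayed past the threshold with a random replicate block, with the astrocyte covariate and in the 1-coefficient test (adjusted p = 0.038), also looked at after seeing the data. *Alox5* (chromosome 6, 116410077 to 116461178, minus strand) fell in all 6 cultures. It was listed at 0 in all 3 IL-4-treated KI libraries and was at 2.60, 1.46 and 1.14 TPM in the IL-4-treated WT libraries, with an adjusted p of 0.0392 (limma's F-test). It was past the threshold in 1 of the 6 fits that each left out one culture, and was not with no filter (adjusted p = 0.101). *Alox5* stayed past it in the same settings as *Ch25h*, with an adjusted p of 0.0140 in the 1-coefficient test.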

We also found a number of genes showed decreased expression in response to IL-4, including *Ch25h*, *Apoc2* and *Alox5* (*arachidonate 5-lipoxygenase*) (83 genes with decreased expression, DESeq2 FDR < 0.05; Fig. 6C; Supplementary Material, Table S4). As a means of validation, we saw a significant overlap of genes regulated by IL-4 in the cultured primary microglia, compared with genes regulated by IL-4 in microglia in the mouse spinal cord *in vivo* (Fisher’s exact test *P* = 1.8e-12) (45), confirming that this method of culturing microglia *in vitro* can model a significant component of the *in vivo* response. In addition, the genes responding to IL-4 treatment of the microglia were significantly enriched for biological annotations associated with immune cell activation and cytokine secretion (Fig. 6D). Specifically, the genes up-regulated by IL-4 showed enrichment of annotations associated with tyrosine phosphorylation indicating changes in cytokine and neuropeptide signaling (Supplementary Material, Fig. S12). The genes down-regulated by IL-4 were involved in annotations associated with immune cell migration and activation (Supplementary Material, Fig. S12).

To investigate further the response of the microglia to reduced *Trem2* expression and IL-4 treatment, we performed weighted gene co-expression network analyses (WGCNA) (46), with an optimization for constructing more biologically meaningful co-expression networks (47). The co-expression analysis resulted in genetic modules correlating with the *Trem2* R47H KI genotype or IL-4 treatment (Supplementary Material, Fig. S13, with associated biological annotations given in Supplementary Material, Table S5). We identified a network associated with reduced *Trem2* expression that contained *Trem2*, the adaptor *Tyrobp,* and the microglial transcription factors *Spi1*/PU.1 and *Stat6* (OrangeRed3 network correlation with *Trem2* genotype, Pearson’s product–moment correlation = −0.73, *P* = 0.007; Fig. 7A). 

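The co-expression modules were not rebuilt, and the 83 genes drawn in Fig. 7A were scored instead, as the mean of their z-scores in each library. All 83 were lower in KI than in WT microglia, with a median log2 difference of -0.59, and 6 were past the genotype threshold (limma's F-test), while 65 had an unadjusted p under 0.05 for the average genotype difference. The score was lower by -1.26 in KI cultures (exact permutation test over cultures with 20 assignments, 2-sided p = 0.1, the smallest possible for 3 cultures against 3). With each culture left out, this difference stayed between -1.44 and -1.14. Across the 12 libraries, which come from 6 cultures, Pearson's r of the score with genotype was -0.75 and Spearman's rho was -0.87. Each had an exact permutation p of 0.1 (adjusted over the 2 scores tested, 0.1), and r stayed between -0.84 and -0.69 with each culture left out. KI culture T15 was the farthest from the others, with scores of -1.96 untreated and -1.24 with IL-4, whereas the other KI libraries lay between -0.49 and 0.06 and the WT libraries between 0.27 and 0.99. *Tyrobp* had an average log2 difference of -0.64 (standard error 0.20, adjusted p = 0.211, limma's F-test), *Spi1* of -0.52 (standard error 0.16, adjusted p = 0.202, limma's F-test) and *Stat6* of -0.54 (standard error 0.26, adjusted p = 0.505, limma's F-test), so none was past the threshold on its own. Since the genes were chosen on these libraries, their lower score is not an independent test. Relative to 17 microglial marker genes outside the list, the mean log2 difference of the 83 genes was -0.03 in place of -0.64 (exact permutation test over cultures, 2-sided p = 0.9).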

Hub genes are those with the highest connectivity within a co-expression network, and are postulated to drive the response of the entire network. The hub genes in the genetic network associated with *Trem2* status were *Nckap1l* (*NCK associated protein 1 like*), *Cd53* (*leukocyte surface antigen 53*), *Adam8* (*a disintegrin and metallopeptidase domain 8*) and *Fxyd5* (*FXYD domain-containing ion transport regulator 5*). 

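Connectivity was approximated by each gene's mean Pearson correlation with the other genes of Fig. 7A across the 12 libraries. *Nckap1l* ranked 1 of 83 (mean r = 0.867), *Fxyd5* ranked 2 (mean r = 0.849), *Cd53* ranked 3 (mean r = 0.847) and *Adam8* ranked 7 (mean r = 0.825). For comparison, *Tyrobp* ranked 5, *Spi1* 11, *Trem2* 13 and *Stat6* 30. These are correlations between genes of a list selected for co-expression, and they have no p-value. By genotype, *Nckap1l* was lower in KI by -0.86 on the log2 scale (adjusted p = 0.117), *Cd53* by -0.46 (adjusted p = 0.259), *Adam8* by -0.78 (adjusted p = 0.0881) and *Fxyd5* by -0.75 (adjusted p = 0.0835, limma's F-test for each), and none was past the threshold. In limma's 1-coefficient test of the average difference, *Nckap1l* (adjusted p = 0.0388), *Adam8* (adjusted p = 0.0275) and *Fxyd5* (adjusted p = 0.0258) were past it.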

The genetic network containing *Trem2* was significantly enriched for the gene expression module expressed by hippocampal microglial (*P* = 4.70e-7), and also significantly enriched for biological annotations associated with immune cell cytoskeletal processes and actin organization as above (Supplementary Material, Fig. S14). 

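For the response to IL-4, the 98 genes drawn in Fig. 7B were all higher with IL-4 than without it, with a median log2 difference of 1.21, and 54 of them were past the IL-4 threshold (limma's F-test). None of the 98 was past the genotype threshold, although 8 had an unadjusted p under 0.05 for the average genotype difference. The 83 genes of Table S6, which the paper lists as the most connected to *Arg1*, were likewise all higher with IL-4, and their mean z-score rose by 1.68 (exact permutation test flipping the treatment within cultures, 64 assignments, 2-sided p = 0.0312, the smallest possible). Pearson's r of this score with IL-4 was 0.98 and Spearman's rho was 0.87, each with the same exact permutation p (adjusted over the 2 scores tested, 0.0625). The untreated libraries scored between -0.99 and -0.66, the IL-4-treated KI libraries between 0.53 and 0.83 and the IL-4-treated WT libraries between 0.88 and 1.07. Both lists were chosen on these libraries.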

We then identified a network associated with IL-4 treatment that contained *Arg1*, *Retnla*, *Clec7a*, *Picalm* and *Gatm* (Salmon4 network correlation with IL-4 treatment, Pearson’s product–moment correlation = 0.98, *P* = 9e−9; Fig. 7B). 

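Within the genes of Fig. 7B, *Rnf19b* had the highest mean correlation with the other listed genes across the 12 libraries (mean r = 0.860, rank 1 of 98). *Ptgs1* and *Dhrs3* ranked 2 and 3 (mean r = 0.858 for each), *Ap2m1* ranked 4 (mean r = 0.856), *Arg1* ranked 5 (mean r = 0.854) and *Gatm* ranked 6 (mean r = 0.851). With IL-4, *Rnf19b* rose by 1.95 on the log2 scale (standard error 0.13, adjusted p = 8.4e-06, limma's F-test), *Ptgs1* by 1.94 (standard error 0.17, adjusted p = 8.9e-05, limma's F-test) and *Dhrs3* by 1.65 (standard error 0.12, adjusted p = 2.9e-05, limma's F-test).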

The hub genes in the genetic network associated with IL-4 treatment were *Ap2m1* (*adaptor-related protein complex 2, mu 1 subunit*), *Gatm*, *Ptgs1*/COX1 (*prostaglandin-endoperoxide synthase 1*), *Dhrs3* (*dehydrogenase/reductase SDR family member 3*) and *Rnf19b* (*ring finger protein 19B*). The genetic network associated with IL-4 treatment was significantly enriched for biological annotations associated with vesicular and endosomal functions (Supplementary Material, Fig. S14). We found genetic networks associated with decreased *Trem2* expression and with IL-4 treatment (Supplementary Material, Fig. S13; Supplementary Material, Table S5); both manipulations displayed strong effects on gene expression. While there was an overlap of genotype and IL-4 affecting common genes (such as *Arg1*), we also saw that *Trem2* and IL-4 had independent effects. Thus, the strong drive of *Trem2* R47H KI genotype and IL-4 meant there was no module that was significant for both genotype and IL-4 treatment.

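Of the 11204 genes tested, 10 were past the threshold for both the genotype and the IL-4 effect, where 1.65 would be if the effects were independent (Fisher's exact test, odds ratio 6.93, 2-sided p = 5.65e-06). Both tests include the interaction and genes are not independent replicates, so this p describes the overlap only. *Cd72*, *Ch25h* and *Hpgd* were among the 10. The IL-4 effect of *Cd72* (adjusted p = 0.0341, limma's F-test) was not past the threshold after quantile normalization (adjusted p = 0.207) or median-ratio scaling (adjusted p = 0.158), nor with no filter (adjusted p = 0.0943) or no variance trend (adjusted p = 0.273), fits added for single genes after seeing the data, and was past it in 1 of the 6 fits with a culture left out. The IL-4 effect of *Cd72* stayed past the threshold with a random replicate block, with the astrocyte covariate and in the 1-coefficient test (adjusted p = 0.00913), also looked at after seeing the data. *Arg1* was past the threshold for IL-4 and had an adjusted p of 0.280 for the genotype effect (limma's F-test). In the paper's own lists (Tables S1 to S4), 96 genes appear in both the genotype and the IL-4 lists.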

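Module by module tests were not repeated. In the gene lists of Fig. 7, none of the 83 genes of the *Trem2* network was past the IL-4 threshold, and their median log2 difference with IL-4 was 0.05, with 53 of them higher. In the IL-4 network, the median log2 difference between KI and WT was -0.18, with 73 of 98 genes lower in KI.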

**Figure 7:**
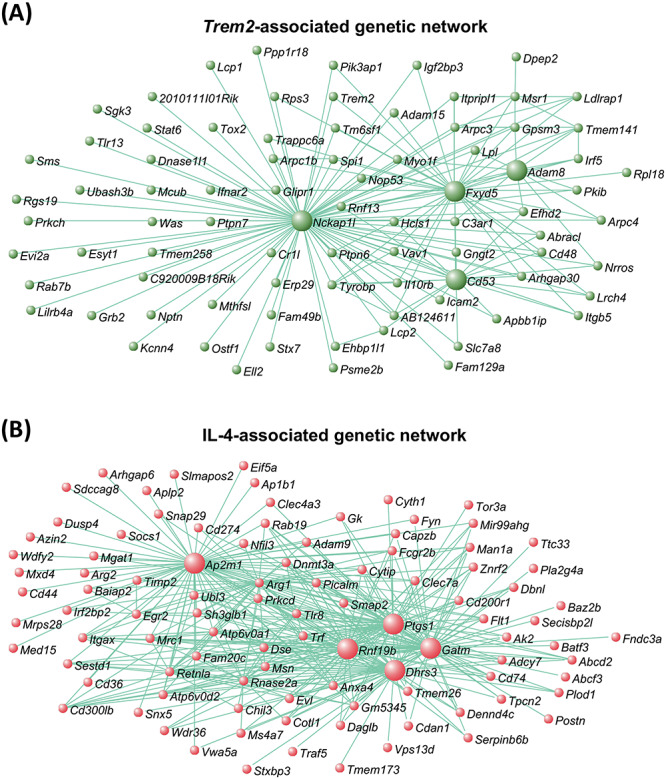
Co-expression genetic networks associated with *Trem2* expression and IL-4-treatment. (**A**) Co-expression network associated with *Trem2* expression, using RNA-seq derived gene expression from primary microglia of *Trem2* R47H KI and WT mice. Network contains key genes mediating microglial functions, and includes *Trem2*, *Spi1*/PU.1, *Tyrobp* and *Stat6*. Larger green spheres represent ‘hub’ genes, those showing the greatest number of connections to other genes in the network, which are likely to play important roles in driving microglial functions alongside *Trem2*. (**B**) Co-expression network associated with IL-4-treatment, using RNA-seq derived gene expression from primary microglia treated with IL-4 and untreated. Network includes key genes involved in anti-inflammatory processes, such *Arg1*, *Retnla* and *Chil3*. Larger red spheres represent ‘hub’ genes, which are likely to play important roles in driving the microglial response to IL-4. *N* = 3 mice per genotype per condition.

We next aimed to identify genes that behave similarly to our canonical anti-inflammatory marker *Arg1*, in that their induction or expression change by IL-4 is dependent on *Trem2,* and so we selected the cluster of genes showing the highest connectivity to *Arg1* from the co-expression genetic network associated with IL-4 (Topological overlap measure, TOM > 0.465; Fig. 8A and Supplementary Material, Fig. S15; Supplementary Material, Table S6). 

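All 83 genes of Table S6 were among the genes tested. Their median log2 response to IL-4 was 1.45 in WT and 1.24 in KI microglia, 51 were past the IL-4 threshold and none was past the genotype threshold (limma's F-test). The interaction, the IL-4 response in KI minus that in WT, was negative for 60 of the 83, with a median of -0.20. Adjusted over the 83 genes or over all 11204, no gene had an interaction past the threshold, and 7 had a smaller response in KI at an unadjusted p under 0.05 (limma's interaction test). With culture as a fixed replicate block, 2 were past the threshold when adjusted over the list, *Socs1* (log2 interaction -2.95, standard error 0.57, adjusted p = 0.0193) and *Arg1* (-2.36, standard error 0.52, adjusted p = 0.0276). Untreated, *Socs1* was higher in KI by 2.29 on the log2 scale (11.2 against 2.06 TPM). After IL-4 it was lower by -0.66 (unadjusted p = 0.245, limma's test of that contrast). *Arg1* was higher in untreated KI by 1.09, at no more than 5.48 TPM, and lower after IL-4 by -1.27. Both interactions thus include a higher untreated level in KI. With one culture left out, *Arg1* was past the threshold over the list without KI culture T15 (adjusted p = 0.0259) and *Socs1* without WT culture T13 (adjusted p = 0.0490), and no gene was in the other 4 such fits. *Socs1* also had the smallest interaction p of the list without the block (unadjusted p = 0.00191, limma's interaction test). For 11 genes the responses of all 3 KI cultures lay below those of all 3 WT cultures on the log2 scale, and for 1 gene they lay above. Chance gives 5% of independent genes in each direction. The list was chosen for connectivity to *Arg1* on these libraries, and *Arg1* has this pattern itself. The 5% therefore does not tell whether 11 is more than chance gives.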

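*Rnf19b* (chromosome 4 of GRCm38, 129058271 to 129085886, plus strand) went from 39.0 ± 5.34 TPM to 170 ± 13.2 TPM with IL-4 in WT and from 32.5 ± 5.32 TPM to 115 ± 6.49 TPM in KI microglia (SD, n = 3 each). *Itgax* (chromosome 7, 128129547 to 128150657, plus strand) went from 1.68 ± 1.92 TPM to 43.6 ± 10.4 TPM in WT and from 2.04 ± 0.64 TPM to 23.6 ± 9.69 TPM in KI microglia (SD, n = 3 each). *Ap1b1* (chromosome 11, 4986824 to 5042791, plus strand) rose by 0.74 on the log2 scale averaged over both genotypes (standard error 0.15, adjusted p = 0.0424, limma's F-test). This was not past the threshold after quantile normalization (adjusted p = 0.0691) or median-ratio scaling (adjusted p = 0.0581), nor with no filter (adjusted p = 0.107) or no variance trend (adjusted p = 0.173), fits added for single genes after seeing the data, and was past it in 1 of the 6 fits with a culture left out. *Ap1b1* stayed past it with a random replicate block, with the astrocyte covariate and in the 1-coefficient test (adjusted p = 0.0208), also looked at after seeing the data. *Dusp4* (chromosome 8, 34807297 to 34819894, plus strand) rose by 1.82 (standard error 0.37) and was not past the IL-4 threshold (adjusted p = 0.0563, limma's F-test). It was past it after quantile normalization (adjusted p = 0.0413), in 2 of the 6 fits with a culture left out and in the 1-coefficient test (adjusted p = 0.0256). Chosen after seeing the values, a random replicate block or the astrocyte covariate also brought it past. It was not past it with a pseudocount of 0.1 (adjusted p = 0.127) or no filter (adjusted p = 0.240). The 82 genes of Table S6 other than *Arg1* had a median correlation of 0.888 with *Arg1* across the 12 libraries, against 0.0571 in 10000 random lists matched on expression. With the mean of each of the 4 groups removed, it was 0.199 against -0.0248. Genes are not independent replicates, and the list was chosen on these libraries.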

The genes forming a signature showing strong connectivity to *Arg1* included *Ap1b1 (adaptor protein complex AP-1, beta 1 subunit*, also known as beta 1 adaptin), *Dusp4* (*dual specificity phosphatase 4*), *Itgax*/CD11C and *Rnf19b*. This gene signature showing the strongest connectivity to *Arg1* (Supplementary Material, Table S6), was enriched for biological annotations associated with vesicle function. Thus, it suggests the release of cytokines or the response to cytokines in microglial activation and remodeling of the cytoskeleton associated with anti-inflammatory function was influenced by these genes which are induced by IL-4 and dependent on *Trem2* (Supplementary Material, Figs S14 and S15). To understand how this signature of genes associated with *Arg1* was regulated, we mined for transcription factor recognition elements in the promoters of genes correlating with *Arg1* expression using i-*cis*Target (48). We found an enrichment of a number of recognition elements for different transcription factors in the promoters of genes behaving like *Arg1,* including the canonical microglial transcription factor SPI1/PU.1, STAT6, STAT1, CCAAT/enhancer-binding protein alpha (CEBPα), early growth response protein 1 (EGR-1), and interferon regulatory factor 1 (IRF1) (Fig. 8B). This suggests that TREM2 and IL-4 regulate an overlapping signature of genes that are controlled by transcription factors including STAT6 and SPI1.

**Figure 8:**
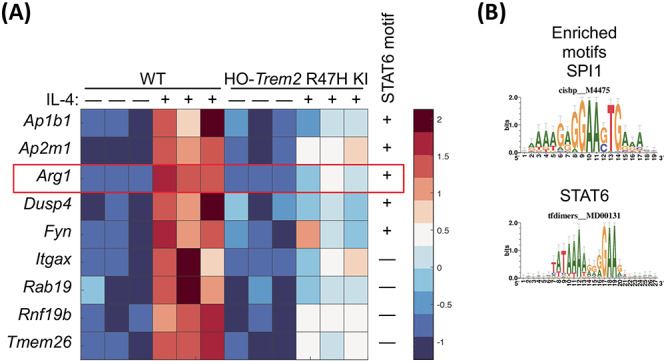
Cluster of genes showing the highest connectivity to *Arg1* from the genetic network associated with IL-4. (**A**) Heat map showing the genes with the highest connectivity to *Arg1* from the co-expression network associated with IL-4 (TOM > 0.465). Selection of genes presented with expression tested by two-way ANOVA, all genes showing a significant main effect of IL-4-treatment and genotype, and a significant interaction. The expression of these genes is represented in primary microglia from HO-*Trem2* R47H KI versus WT mice treated with IL-4 or untreated. Colors represent the *z*-score of the expression level for each gene (red is high expression and blue is low expression). (**B**) The promoters of genes that show the highest connectivity to *Arg1* (TOM > 0.465) contain an enrichment of consensus binding sites for a number of transcription factors including SPI1/PU.1 and STAT6 determined using i-*cis*Target. Consensus matrices for SPI1/PU.1 and STAT6 are shown. *N* = 3 mice per genotype per condition.

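On the log2 scale the interaction was negative for 8 of the 9 genes of Fig. 8A and none was past the threshold after adjustment over all genes tested (adjusted p = 1.00 for each, limma's interaction test). *Arg1* had an interaction of -2.36 (standard error 0.82, unadjusted p = 0.0126, limma), *Ap2m1* of -0.52 (standard error 0.18, unadjusted p = 0.0112, limma) and *Ap1b1* of -0.66 (standard error 0.30, unadjusted p = 0.0439, limma). The unadjusted p of limma's interaction test was 0.0663 for *Dusp4* (-1.49), 0.0969 for *Itgax* (-1.36), 0.228 for *Fyn* (-0.57), 0.276 for *Rnf19b* (-0.30), 0.355 for *Rab19* (-0.85) and 0.898 for *Tmem26* (0.09). For *Tmem26* the sign changed in 4 of the 6 fits that each left out one culture. With culture as a fixed replicate block, the standard error for *Arg1* fell to 0.52. Adjusted over the genes of Table S6, *Arg1* was then past the threshold (adjusted p = 0.0276) and *Ap2m1* was not (adjusted p = 0.147). Adjusted over all genes tested, no gene was past it with the block either.

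The responses of the 3 KI cultures lay below those of the 3 WT cultures for *Ap2m1*, *Arg1* and *Itgax* on the log2 scale. As differences in TPM, a scale chosen after seeing the data, they did so for all 9 genes, each with a 2-sided exact permutation p of 0.1, the smallest that 3 cultures against 3 allow. *Arg1*, for example, rose by 592, 544 and 489 TPM in WT cultures T13, T33 and T43 and by 138, 312 and 251 TPM in KI cultures T15, T22 and T32. *Tmem26* rose by 3.70 on the log2 scale in WT and 3.79 in KI, but by 28.6 to 35.1 TPM in WT and 16.1 to 18.8 TPM in KI cultures. A gene at a lower level in KI has a smaller TPM response at an equal log2 response, so the TPM scale does not by itself show a weaker induction. The genotype effect was past the threshold for none of the 9 genes, and the IL-4 effect for all but *Dusp4* and *Rab19*, in limma's F-test on the log2 values. This threshold is adjusted over all genes tested, and the legend of Fig. 8A names no such adjustment. Unadjusted, the average genotype difference had a p under 0.05 for *Rnf19b* (0.00766) and *Tmem26* (0.0202) and not for the other genes (limma's 1-coefficient test). *Fyn* (adjusted p = 0.00259, limma's F-test) was not past it with no filter (adjusted p = 0.0640). In the 1-coefficient test *Rab19* (adjusted p = 0.0451) and *Dusp4* (adjusted p = 0.0256) were past it. These fits were looked at after seeing the data.

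**Figure D2:**
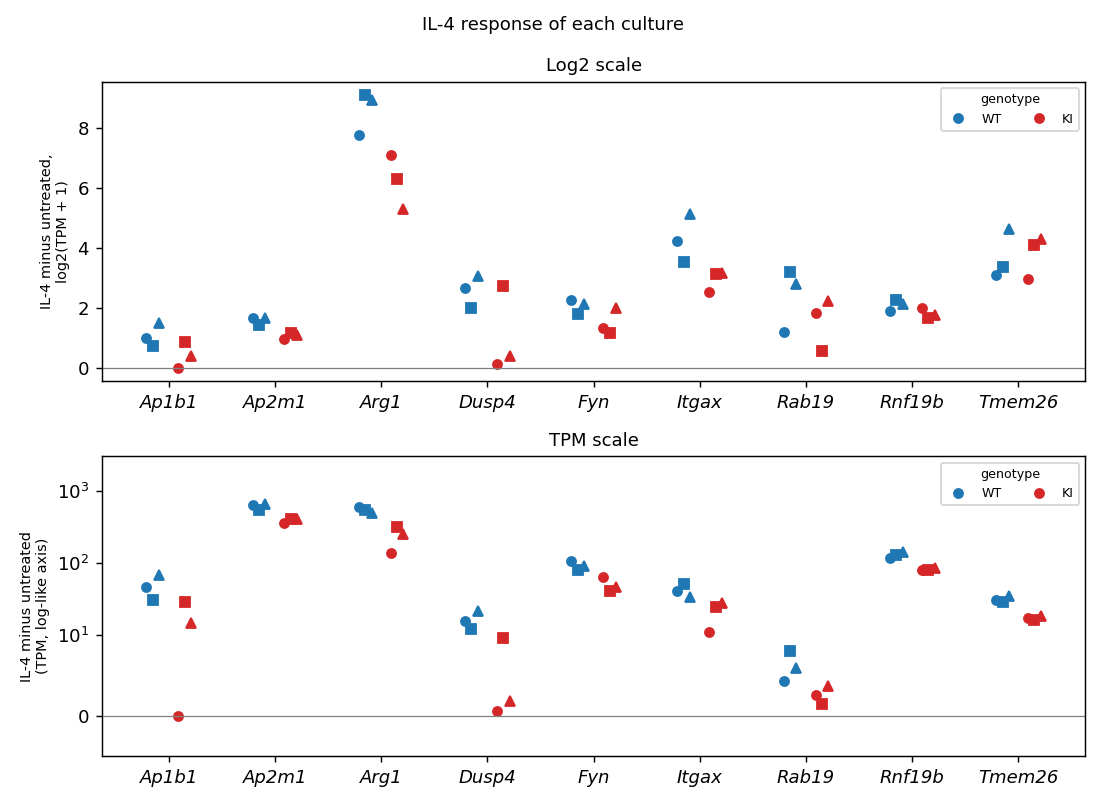
IL-4-treated minus untreated expression of each culture for the 9 genes of Fig. 8A, as differences in log2(TPM + 1) (top) and in TPM on an axis that is linear near 0 and logarithmic beyond 10 TPM (bottom). Each point is one WT (blue) or KI (red) culture, with circles, squares and triangles for T13, T33 and T43 or T15, T22 and T32. The KI points lie below all WT points for *Ap2m1*, *Arg1* and *Itgax* in the top panel and for all 9 genes in the bottom panel.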

### TREM2 is involved in maintaining normal STAT6 levels in microglia

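After IL-4, *Arg1* was lower in KI than in WT microglia by -1.27 on the log2 scale (standard error 0.58, unadjusted p = 0.0468, adjusted p = 0.483, limma's test of that contrast), and without IL-4 it was at most 1.70 TPM in WT and 5.48 TPM in KI cultures. It was still induced in KI microglia, by 6.24 on the log2 scale against 8.60 in WT. Relative to 18 microglial marker genes, the difference after IL-4 was -0.76 (exact permutation test over cultures, 2-sided p = 0.1, the smallest possible). *Ap1b1* rose from 43.1 ± 5.30 TPM to 91.8 ± 14.0 TPM in WT and from 44.7 ± 8.87 TPM to 59.3 ± 6.15 TPM in KI microglia (SD, n = 3 each). Its level after IL-4 was lower in KI by -0.62 (standard error 0.21, unadjusted p = 0.0109, adjusted p = 0.349, limma's test of that contrast). In KI culture T15 it did not rise, with 52.4 TPM untreated and 52.3 TPM after IL-4. The paper takes the suppressed induction of genes such as these as its reason to look for a link between IL-4 and TREM2 signaling.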

As up-regulation of genes such as *Arg1* and *Ap1b1* caused by IL-4 stimulation interacted with and was largely suppressed by reduced *Trem2* expression, we next investigated whether there was an intersection between the IL-4 and TREM2 pathways. We found an enrichment of STAT6 transcription factor recognition elements in the promoters of genes behaving like *Arg1* and regulated by IL-4, and previous studies have shown that phosphorylation of STAT6 is a key step downstream in the IL-4 cascade that leads to *Arg1* expression (49–51). We thus performed western blotting to test whether total or phosphorylated levels of STAT6 were changed in primary microglia with acute *Trem2* knockdown with or without IL-4 stimulation (Fig. 9A and B). We found a significant IL-4-induced increase in STAT6 levels but, independent of IL-4, knockdown of *Trem2* caused a substantial decrease of the STAT6 total protein levels in the microglia (two-way ANOVA: main effect of IL-4-treatment, *P* < 0.05; main effect of *Trem2* knockdown, *P* < 0.0001; no interaction). IL-4 caused robust phosphorylation of STAT6, with phosphorylated STAT6 not detectable in the absence of IL-4 but clearly measurable 48 h after IL-4 treatment. *Trem2* knockdown also decreased the total levels of phosphorylated STAT6 but this could be explained by a decrease in the overall levels of STAT6 rather than an effect on phosphorylation *per se*. The expression level of the *Stat6* gene was also decreased with reduced *Trem2* expression (Fig. 9C), and so confirms the decreased levels of the translated protein. These results suggest that TREM2 deficiency leads to a smaller STAT6 pool in microglia, resulting in decreased amount of phosphorylated STAT6 upon IL-4 stimulation. This is consistent with the decrease in IL-4-induced *Arg1* and *Ap1b1* expression caused by reduced STAT6-dependent microglial gene transcription in response to decreased *Trem2* expression.

**Figure 9:**
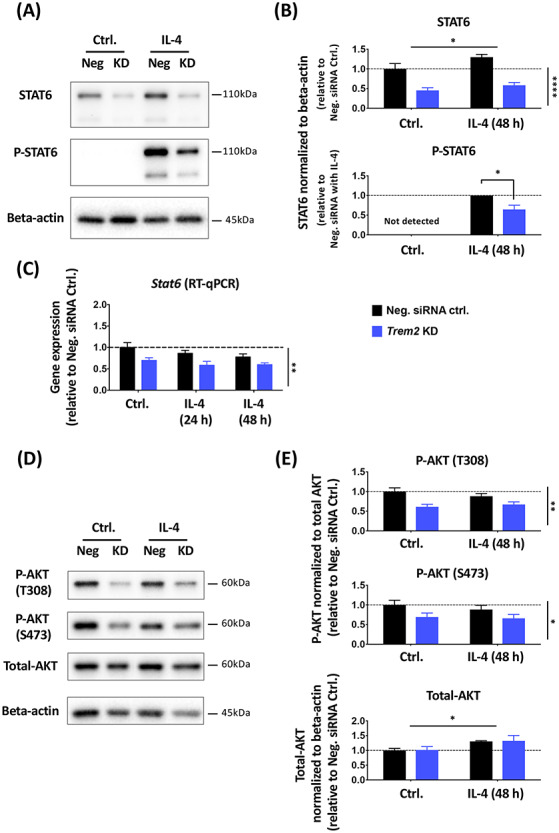
*Trem2* knockdown resulted in significantly decreased total STAT6 levels and AKT phosphorylation in primary microglia *in vitro*. (**A** and **B**) Total and phosphorylated STAT6 protein levels in primary microglia treated with IL-4 and *Trem2* siRNA were analyzed with western blot. *N* = 4 independent experiments. (**C**) *Stat6* gene expression levels in primary microglia, assessed by RT-qPCR (*N* = 3 independent experiments). (**D** and **E**) Total and phosphorylated (at Thr308 and Ser473) AKT protein levels analyzed by western blot. *N* = 4 independent experiments. Protein levels were normalized to beta-actin and gene expression was normalized to *Rps28*. Fold change was calculated relative to the negative control without IL-4 treatment in each individual culture preparation. Note that phosphorylated STAT6 was not detectable under control conditions and so under IL-4 conditions the effect of *Trem2* knockdown was calculated as fold change relative to control cells. Data were shown as mean ± SEM. With the exception of phosphorylated STAT6, data were analyzed by two-way ANOVA; significant main effects of IL-4 treatment and *Trem2*-knockdown indicated by horizontal and vertical lines respectively, no significant interactions were seen between IL-4 treatment and *Trem2* knockdown. Phosphorylated STAT6 was analyzed by a one-sample *t*-test. ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001, ^*^^*^^*^^*^P < 0.0001.

TREM2 signaling is also mediated by the PI3K/AKT pathway (40,52), and so we also investigated the effects of *Trem2* knockdown on AKT signaling in primary microglia (Fig. 9D and E). Different from the decrease of total STAT6 protein levels, the total AKT protein level was not significantly affected by *Trem2* knockdown, although there was a slight increase in AKT levels in response to IL-4 treatment. We then tested activation of AKT, and found that AKT phosphorylation at both Thr308 and Ser473 relative to total AKT was significantly reduced in *Trem2* knockdown microglia (two-way ANOVA: main effect of *Trem2* knockdown, *P* < 0.01 for phosphoT308-AKT and *P* < 0.05 for phosphoS473-AKT), and this was independent of IL-4 stimulation (no interaction between knockdown and IL-4). This is not surprising considering that PI3K-AKT signaling is downstream of TREM2, but the unchanged total AKT level with knockdown suggests that the STAT6 change is not due to general changes in the health and metabolic status of microglia in our cultures.

## Discussion

### *Trem2* R47H knock-in mice can largely be considered a model of *in vivo Trem2* down-regulation

Of the many genes that have been revealed in GWAS to increase the risk of AD, variants of *TREM2* have high odds ratios. The most common of these is the R47H mutation. We thus aimed to investigate the effect of this mutation in *Trem2* R47H KI mice. However in the present study, we find that the primary phenotype of these mice both in primary microglial cultures and in brain tissue, is a substantial gene-dose-dependent decrease in the expression of *Trem2* compared with WT mice. This effect has been described by Cheng-Hathaway *et al.* (37) and Xiang *et al.* (36) studying the same mouse line used here from the Jackson Laboratory, and an independent *Trem2* R47H KI mouse line. This does not occur in human tissue with this mutation but appears to be a mouse specific effect related to altered splicing. Hence, we can largely consider these mice as a model of *Trem2* down-regulation, validated by our siRNA data in primary microglia. By investigating microglial density in fixed brains from the *Trem2* R47H mice, we saw a decrease in the density of microglia *in vivo* in the hippocampus, and that the remaining microglia had dramatically reduced CD68 protein levels. This raises the question as to whether any changes that we found in *Trem2* R47H microglia are directly due to the mutation itself or downstream of its effect on decreasing *Trem2* expression, and so we studied in parallel the effect of *Trem2* knockdown using siRNA in primary microglia and compared this with the *Trem2* R47H KI microglia phenotype.

### siRNA-induced knockdown of *Trem2* largely mimics the *Trem2* R47H phenotype in non-stimulated conditions

Knockdown of *Trem2* in the primary microglia transfected with siRNA showed similar effects to those seen in microglia from the *Trem2* R47H KI mice. In both preparations *Csf1r* expression was decreased. Pharmacological blockade of CSF1 receptors has been shown to impair microglial survival and can completely remove microglia from the mouse brain (53–55). These findings together with the decreased density of microglia in the hippocampus of *Trem2* R47H mice and increased apoptosis of the microglia cultured from these mice, suggests that the decrease in *Csf1r* expression in the microglia with decreased *Trem2* expression may contribute to the survival of microglia. The knockdown of *Trem2* decreasing survival and altering the metabolism of microglia is consistent with previous studies (35,38–40,56,57). Interestingly no difference in *Csf1r* expression was seen in the remaining microglia in the brain tissue from the young adult *Trem2* R47H KI mice, possibly suggesting different populations of microglia, with loss of those more vulnerable to the effects of *Trem2* knockdown than others, at least in whole tissue. Differences in gene expression profiles of different microglial populations have been recently described using single cell RNA-seq showing some microglial populations are selectively dependent on *Trem2* (58–62).

*Igf1* expression was also decreased when *Trem2* expression was knocked-down or if the *Trem2* R47H variant was carried by the primary microglial cultures. *Igf1* is abundantly expressed by microglia during postnatal development, aging or following brain injuries and plays a vital role in promoting neuronal survival (59,63–66). While this may not affect microglial survival as the IGF1 receptor is found largely on neurons, it could contribute to neurodegeneration, being an important factor in neuronal survival and lifespan across many species (67). Our findings, in line with previous studies (59,68–71), show that *Igf1* expression is inhibited by pro-inflammatory stimuli and enhanced in anti-inflammatory environments. Thus, the *Igf1* expression decrease caused by *Trem2* deficiency may suggest a microglial phenotype shift towards pro-inflammatory activation and away from non-inflammatory, and a decrease of the pro-survival role of IGF1 on neurons.

### *Trem2* supports an anti-inflammatory program of gene expression by IL-4 stimulation in part by promoting levels of the transcription factor STAT6

In this study, we have further investigated the role of TREM2 and effects on *Trem2* expression in microglia polarized to anti-inflammatory or pro-inflammatory phenotypes. Anti-inflammatory processes are associated with tissue repair, such as those mediated by IL-4, working through microglia and macrophages, and have been shown to provide benefits in models representing the early stages of neurodegenerative conditions, such as AD and amyotrophic lateral sclerosis, and other disorders related to cell death (45,72,73). Our results suggest that there is cross-talk between the TREM2 and anti-inflammatory IL-4 signaling pathways, in that TREM2 knockdown decreases levels of the STAT6 transcription factor, which is downstream of IL-4 (74). As the IL-4-induced up-regulation of a number of genes including *Arg1* is critically dependent on phosphorylation of STAT6 (75), this suggests that TREM2 signaling functions in parallel to support IL-4-induced STAT6-gene transcription by supporting overall levels of STAT6. Decreased *Trem2* expression in both primary microglia models resulted in impaired induction of a program of anti-inflammatory genes induced by IL-4, including genes such as *Arg1*, *Ap1b1* and *Dusp4*.

ARG1 is an important anti-inflammatory marker induced upon IL-4 stimulation. ARG1 in myeloid cells mainly functions as an enzyme to hydrolyze arginine to produce ornithine as part of the urea cycle, which both promotes tissue repair through generation of polyamines and collagens, and also reduces nitric oxide production from inducible nitric oxide synthase through decreasing intracellular arginine availability (76–78). ARG1-positive microglia have been shown to modify Aβ accumulation (79), and IL-33 ameliorated AD-associated phenotypes by promoting anti-inflammatory functions, which included induction of *Arg1* (80). Other genes induced by IL-4 included *Ap1bp1*, *Dusp4* and *Itgax*. AP1B1 is part of the clathrin-associated adaptor protein complex AP-1 and is involved in endocytosis and intracellular trafficking (81). Further work is required to understand the function of AP1B1 in microglia, although work with a microglial cell line suggests that Aβ binding to scavenger receptors induces oxidative stress, which then may impair AP1B1-dependent internalization of the Aβ (82). DUSP4 is a phosphatase for a number of mitogen-activated protein kinase (MAPK) family members, also known as MAPK phosphatase 2 (MKP-2). DUSP4 has not been studied well in microglia, but *Dusp4* null mice show impaired T cell activation (83). Finally, *Itgax*/CD11C is an integrin or cell surface antigen, and is up-regulated in a number of recent RNA-seq studies in response to amyloid plaques (58,59,61,84). ITGAX-positive microglia are a source of *Igf1* expression (59). Our findings in cultured primary microglia suggest an attenuated anti-inflammatory phenotype with reduced expression of *Trem2* (Fig. 10), impacting cellular processes involving vesicle function, indicating that genes dependent on both *Trem2* and IL-4 affect cytokine release or the response to extracellular cytokines.

**Figure 10:**
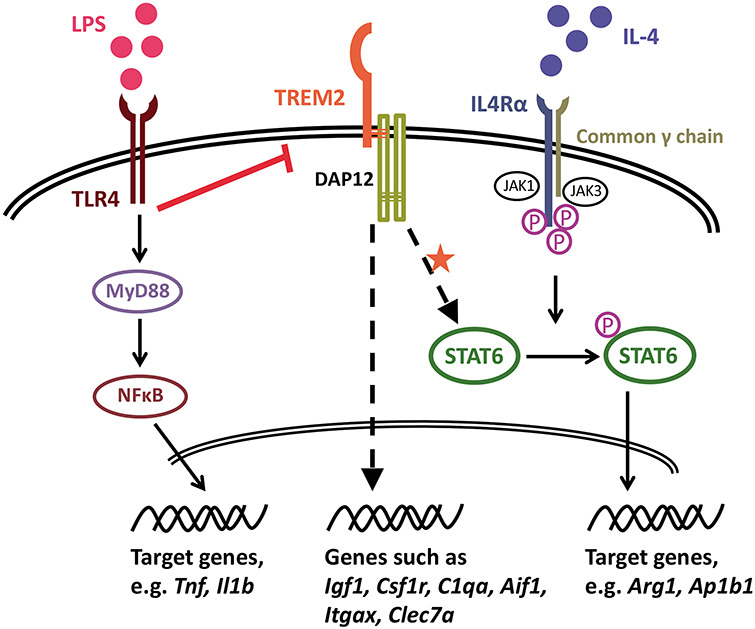
Proposed model of the involvement of TREM2 in the IL-4-induced anti-inflammatory response*.* LPS induces pro-inflammatory activation of microglia, which is accompanied by down-regulated *Trem2* expression, and so microglia with reduced TREM2 activity generally show normal activation in response to the pro-inflammatory LPS stimulus. Under non-stimulated conditions, a number of microglial genes are down-regulated when TREM2 activity is decreased, such as *Csf1r* expression, which may result in the seen reduced survival of microglia. However, IL-4 induces an anti-inflammatory phenotype of microglia. As our data suggest, TREM2 signaling is involved in maintenance of microglial STAT6 levels, which in the IL-4 pathway is phosphorylated and translocates to the nucleus and functions as a key transcription factor for IL-4-induced gene expression changes, such as for *Arg1* and *Ap1b1*. Thus, *Trem2* deficiency results in decreased STAT6 levels in microglia, which leads to an impairment of IL-4-induced signaling. TREM2 also regulates the levels of a number of genes that are up-regulated by IL-4 (suppressed by LPS), and considered a component of the transcriptional response to AD-associated pathology, such as *Igf1*, *C1qa*, *Itgax* and *Clec7a*.

In hippocampal homogenates from young adult *Trem2* R47H mice, we did not see differences in expression of the genes we studied, including *Stat6* and *Igf1*, despite a slight but significant reduction in the number of microglia. Lack of gene expression changes *in vivo* may be due to a supportive environment from healthy neurons and astrocytes, providing regulating input to the microglia in young mice. Other studies have not revealed obvious phenotypes in young *Trem2* R47H expressing mice, or even *Trem2* knockout mice, unless they are aged or bred to amyloid mouse models (35,61,85–87). The effects seen in the primary cultured microglia probably reflect a different mean activation state from microglia in the brain environment, although there remains a significant overlap with microglia expression profiles *in vivo* that are dependent on *Trem2* levels and IL-4 simulation. Thus, the pathway interactions described here between *Trem2* expression and other genes, in primary microglial cultures, nevertheless reflects effects that *Trem2* can have under particular conditions *in vivo*. This also applies to the relationship between *Trem2* expression and the IL-4-induction of *Arg1* expression and an anti-inflammatory gene expression program putatively via STAT6*.*

### Pro-inflammatory stimuli prevent the effects of TREM2 by inhibiting its expression, similar to the effect seen in microglia from *Trem2* R47H KI mice

With LPS stimulation, primary microglia from WT mice exhibited a robust pro-inflammatory response, as measured by strong up-regulation of *Tnf* and *Il1b* expression (Fig. 10). In contrast to IL-4 stimulation, which had little effect on *Trem2* expression, LPS largely suppressed *Trem2*. In the presence of LPS, decrease in expression of *Trem2* began as early as 3 h after LPS application and reached more than an 85% decrease by 24 h. This finding is consistent with previous studies showing that LPS/IFNγ stimulation down-regulated *Trem2* expression via TLR4 receptors in cell lines and primary cultures of microglia/macrophages and also in mouse brains (14,16,42,88,89). Moreover, Owens and colleagues (42) showed that treatment with pro-inflammatory mediators engaging other Toll-like receptors (TLRs) also suppressed *Trem2* expression in the BV-2 cell line. This suggests that the *Trem2* down-regulation is not specific to LPS-TLR4 signaling but perhaps a common event occurring in microglia induced by various classical pro-inflammatory stimuli. In conditions of *Trem2* knockdown with siRNA, similar LPS-induced up-regulation of *Tnf* and *Il1b* expression resulted. It was, however, interesting to note that, in microglia originating from *Trem2* R47H KI mice with a similar level of *Trem2* down-regulation, there was about a 39% decrease in the activation of *Il1b* compared with WT mice possibly suggesting that the *Trem2* R47H mutation underlies this effect. There are, however, other possible explanations for this difference, as the down-regulation of *Trem2* in these mice is present throughout life and so these microglia may have a different state when isolated than those in which *Trem2* is knocked down acutely.

Taken together, pro-inflammatory mediators, either locally produced, or infiltrating into the CNS from the periphery following blood–brain barrier breakdown, could induce down-regulation of microglial *Trem2* expression and subsequently induce a microglial state with low TREM2-signaling (Fig. 10). This might reflect a mechanism for microglia to perform specific functional requirements under pro-inflammatory conditions. Although, accumulated pro-inflammation and oxidative stress in the brain, which is often observed in aged brains and aged microglia (90–94), could cause sustained suppression of *Trem2* expression and thus an impairment of TREM2-dependent microglial functions. This might be one of the major mechanisms underlying various neurodegenerative diseases with advanced age by suppression of WT TREM2 in many sporadic cases, considering that *TREM2* variants associated with loss-of-function are extremely rare in frequency in humans (2).

### Functions of TREM2 in Alzheimer’s disease and the effect of the R47H mutation

Recent important studies have also shown that impaired/absent *Trem2* function attenuates the microglial response to amyloid pathology by regulating microglial number around plaques, regulating microglial activity, and restricting neuritic damage (37,61,84–87,95–99). However anti-inflammatory signaling was not studied. An important issue about microglial activation *in vivo* has to be carefully considered. In contrast to populations of microglia polarized with purified LPS or IL-4 stimuli *in vitro*, microglia *in vivo* probably never receive such simple stimuli to govern their activation state or at least not across the whole population. Instead, they are modulated by mixed cues including various regulatory signals from the local environment (e.g*.* from neurons and astrocytes). There is increasing evidence that reactive microglia in diseased brains demonstrate a mixed phenotype with expression of pro- or anti-inflammatory and homeostatic markers, particularly showing heterogeneity at the single-cell level, rather than completely reproducing the phenotype obtained from homogenous *in vitro* polarization studies (58,60,61,100–103). Indeed, a series of recent studies identified transcriptional signatures in response to AD-associated pathology, neurodegeneration and apoptotic neurons, which were in part dependent on *Trem2* and included *Igf1*, *Csf1, Itgax, Clec7a and Arg1*, at least in mice (58,59,61,84,86). Therefore, we are cautious in directly applying the *in vitro* phenotype to interpretation of *in vivo* microglial activation. However, we propose that pro- and anti-inflammatory stimuli still represent an important part of the driving factors in the spectrum of microglial activation, and understanding their effects separately may help to differentiate possible mechanisms for moderating function in disease.

Overall, our data show that decreased expression of *Trem2* has acute and chronic effects on a subset of non-inflammatory functions in microglial cells that overlap with IL-4 anti-inflammatory signaling (Fig. 10). Interestingly, when we tested expression of genes that show substantial changes in transgenic mice associated with AD (43,44) a number of aspects of gene expression were mimicked by anti-inflammatory IL-4 stimulation, particularly the increased expression of genes associated with the neurodegenerative signature, including *Igf1, Itgax, Clec7a and Arg1* (58,59,61,84,86). Instead, the pro-inflammatory effects of LPS generally had the opposite effect, leading to almost complete down-regulation of *Trem2* expression. This suggests that the very strong microglial response to plaque deposition that we have previously reported in transgenic mouse models of AD (43,44), particularly the up to 9-fold increase in *Trem2* expression, preferentially involves engagement of anti-inflammatory pathways that may contribute to the resistance of mice with a heavy amyloid load from developing the full AD pathology of Tau tangles and neurodegeneration, discussed further in Refs 44 and 104. Further studies are necessary to investigate whether the IL-4 signaling pathway cross-talk with TREM2 is involved in a protective microglial phenotype in response to amyloid pathology in AD models. Generally, *Trem2* seems to enhance an anti-inflammatory program of genes that may protect against disease progression and moreover may increase the number of protective microglia. Pro-inflammatory stimuli inhibit this effect by down-regulating the expression of *Trem2*. Although in this study, the down-regulation of *Trem2* expression in the *Trem2* R47H KI mice which is not reflected in humans with this mutation, means that we can conclude little about the effect of the R47H mutation itself, this is nevertheless a model for loss of function of *Trem2* and validates our findings on the effects of siRNA-induced knockdown. Our findings are thus compatible with increased expression of *TREM2* in Alzheimer’s disease having a protective function slowing disease progression, and hence loss of function due to the presence of the *Trem2* R47H mutation increasing the chance of AD reaching the stage of diagnosis (44,104–107). Further work into the molecular pathways regulated by TREM2, particularly the cross-talk with anti-inflammatory pathways, may provide important insights for therapeutic approaches.

## Materials and Methods

### Mice

All experiments were performed in agreement with the UK Animals (Scientific Procedures) Act 1986, with local ethical approval. *Trem2* R47H knock-in (R47H KI) mice were obtained from the Jackson Laboratory (C57BL/6J-*Trem2^em1Adiuj^*/J; stock number: 027918, RRID: IMSR_JAX:027918) (36), and maintained on a C57BL/6J background. All mice were bred and maintained at UCL on a 12 h light/12 h dark cycle with *ad libitum* supply of food and water. Genomic DNA was extracted for genotyping using the ‘HotSHOT’ lysis method. Alkaline lysis reagent (25 mm NaOH, 0.2 mm EDTA [pH 12]) was added to tissue samples prior to heating to 95°C for 30 min. The sample was then cooled to 4°C before the addition of neutralization buffer (40 mm Tris–HCl [pH 5]). Mice were genotyped using a quantitative PCR reaction utilizing the following primers and probes (Thermo Fisher Scientific):

Forward primer 5′ ACT TAT GAC GCC TTG AAG CA 3′,

Reverse primer 5′ CTT CTT CAG GAA GGC CAG CA 3′,

Wild type probe 5′ VIC- AGA CGC AAG GCC TGG TG -MGBNFQ 3′,

Mutant probe 5′ 6-FAM- AGA CAC AAA GCA TGG TGT CG -MGBNFQ 3′.

TaqMan genotyping master mix was used according to the manufacturer’s instructions.

### Primary microglial culture

Primary microglial cultures were generated from cerebral cortices and hippocampi of 1–3-day-old newborns from WT C57BL/6J or *Trem2* R47H KI mouse strains, following an adapted protocol of Schildge *et al.* (108) and Saura *et al.* (109). For each independent preparation of WT primary microglial culture, brains of 4–6 pups from one litter of neonatal mice were dissected and pooled. For the *Trem2* KI mice, primary cultures from 2 to 4 pups from the same litter were prepared simultaneously but cultured separately, and genotyping was performed after culture preparation. On average, around 3 000 000–4 000 000 mixed glial cells from the combined cortex and hippocampus per pup were obtained. Specifically, after decapitation, the brain was quickly extracted and transferred to ice-cold HBSS. The cortices and hippocampi from each brain were then isolated by removing all other brain regions, meninges and blood vessels. Following mechanical and enzymatic (HBSS with 0.25% trypsin) dissociation, cells were centrifuged, collected and seeded at a density of 120 000 cells/cm^2^ in poly-d-lysine coated flasks/wells with a glial culture medium (high glucose DMEM with 10% heat-inactivated fetal bovine serum, 100 U/ml penicillin and 100 μg/ml streptomycin). Cells were cultured at 37°C in humidified 5% CO_2_ and the medium was changed every 3 days. After 19–23 days, once the mixed glial cells achieved confluence, a mild trypsinization method (incubation with DMEM with 0.05% trypsin and 0.2 mm EDTA for 30–45 min) was applied to purify the primary microglia by removing the astrocytic cell layer. Conditioned medium from the mixed glia was collected before trypsinization. Isolated primary microglial cells were collected and seeded in poly-d-lysine coated plates at a density of 40 000–100 000 cells/cm^2^ using the collected conditioned medium, except for the cultures used for ELISA, which were cultured in fresh medium. Pure primary microglia were cultured under the same conditions as the mixed glial culture, and experiments were started at 24 h after isolation.

### Adult mouse brain tissue extraction

Brains were removed from the skull on ice following decapitation, and cut into two hemispheres. The hippocampus and cortex were dissected from one hemisphere and then snap frozen on dry ice and stored at −80°C until total RNA was isolated by homogenization of tissue with a polytron. The second hemisphere was fixed in 4% paraformaldehyde overnight at 4°C and then cryoprotected and stored in 30% sucrose in phosphate buffered saline (PBS) with 0.02% sodium azide.

### Hippocampal histology

The fixed hemisphere was serially sectioned at 30 μm transverse to the long axis of the hippocampus using a frozen microtome (Leica, Germany). For assessing microglial density and activity, free floating sections were permeabilized in 0.3% Triton-X in PBS three times, blocked (3% goat serum in 0.3% Triton X-100 in PBS) for 1 h at room temperature and incubated with primary antibodies at 1:500 dilution in blocking solution (IBA1 rabbit antibody, #234003, Synaptic Systems, RRID: AB_10641962; CD68 rat antibody, #MCA1957, Bio Rad, RRID: AB_322219), overnight at 4°C. Sections were washed, then incubated for 2 h at room temperature with corresponding Alexa-conjugated secondary antibodies diluted to 1:800 in blocking solution (goat anti-rabbit Alexa 488 and goat anti-rat Alexa 594 antibodies, Jackson ImmunoResearch). Sections were washed, nuclei counterstained with 4′,6-diamidine-2-phenylindole (DAPI), then mounted with Fluoromount-G medium (Southern Biotech). Entire hippocampus was imaged in each section using an EVOS FL Auto microscope (Life Technologies) with a x20 objective, by area defined serial scanning and a motorized stage. For AIF1 and CD68 staining, cells were counted in the CA1: *stratum radiatum* in subfields of size 91 100 μm^2^, *stratum lacunosum-moleculare* (subfield 68 300 μm^2^), *stratum pyramidale* and *stratum oriens* (subfields 76 900 μm^2^). Microglial cells were only counted if their DAPI-stained nucleus could be clearly seen surrounded by AIF1 staining with at least two processes protruding from this, and more than 50% of the cell body being present in the subfield. CD68 positive cells were characterized by the cell body containing greater than 25% fluorescence. At least three serial hippocampal sections approximately 720 μm apart were counted for each mouse. Experimenter was blind to the genotype of the samples during quantification and analysis.

### BV-2 cell culture

BV-2 cells (maximum passage number < 20), were cultured in medium containing DMEM with 10% heat-inactivated fetal bovine serum, 2 mm l-glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin and 1% mycoplasma removal agent (AbD Serotec), and passaged every 2–4 days (avoiding confluence of more than 90%). Prior to experiments, BV-2 cells were collected with Accutase (A6964, Sigma), and seeded on 6-well plates at a density of around 10 000 cells/cm^2^ for testing siRNA sequences.

### siRNA transfection

The following three siRNAs (Ambion) that target mouse *Trem2* were tested (with a non-targeting siRNA as a control, Ambion, Catalog No. 4457287):

siRNA No. 1 sequences: sense 5′-CCCUCUAGAUGACCAAGAUtt-3′, antisense 5′-AUCUUGGUCAUCUAGAGGGtc-3′;

siRNA No. 2 sequences: sense 5′-GCGUUCUCCUGAGCAAGUUtt-3′, antisense 5′-AACUUGCUCAGGAGAACGCag-3′;

siRNA No. 3 sequences: sense 5′-GCACCUCCAGGAAUCAAGAtt-3′, antisense 5′-UCUUGAUUCCUGGAGGUGCtg-3′.

Nuclease-free water was used to make 20 μm siRNA solutions. The three *Trem2* siRNAs were tested in BV-2 cells and the siRNA No. 2 and No. 3 were selected for *Trem2* knockdown in primary microglia.

Primary mouse microglia were transfected with either *Trem2* siRNA or the non-targeting negative control siRNA using the transfection reagent Lipofectamine RNAiMax (Invitrogen), following the manufacturer’s instructions. The amount of siRNA to volume of Lipofectamine per well was 1 pmol siRNA to 0.3 μl Lipofectamine. Cells were harvested 72 ± 2 h after transfection.

### LPS or IL-4 treatment

For the microglial activation studies, primary microglia were treated with 1 μg/ml lipopolysaccharides (LPS; L4391, Sigma) at 3, 6 or 24 h before harvest, or 20 ng/ml Interleukin-4 (IL-4; 214-14, PeproTech) at 24 or 48 h before harvest. Time points for the addition of LPS or IL-4 treatment are given in Fig. 2.

### Cell survival

Purified primary microglia were cultured on 24-well plates at a density of around 50 000 cells/cm^2^ (100 000 cells/well), from WT or *Trem2* R47H KI sibling mice. After 72 h, microglia were washed with PBS (without Ca^2+/^Mg^2+^), and dissociated with trypsin (0.25%). Cells were washed twice with ice cold Annexin V binding buffer containing: 10 mm HEPES/NaOH [pH 7.4], 150 mm NaCl, 5 mm KCl, 5 mm MgCl_2_ and 1.8 mm CaCl_2_. Cells were resuspended in Annexin V-FITC (diluted 1:100, cat no: 560931; BD), for 30 min on ice in the dark. Cells were then stained with 0.83 μg/ml propidium iodide (Sigma), just prior to running on a CytoFLEX S flow cytometer (Beckman Coulter, UK), counting at least 1000 cells per sample. Excitation at 488 nm and detection within a range of 500–535 nm for Annexin V-FITC, and excitation at 561 nm and detection within 610–620 nm for propidium iodide. Following identification of single microglial cells with the expected size and granularity by forward (FSC-H) versus side (SSC-H) scatter of light, microglia with positive staining for annexin V and/or PI were plotted and analyzed using CytExpert software. Unstained cells, and cells treated with 50 nM staurosporine for 24 h were used as negative and positive controls respectively to allow correct gating.

### Phagocytosis assay

The phagocytosis assay using the pHrodo green *E. coli* bioparticles conjugate (P35366, Invitrogen) was adapted from the Invitrogen protocol (30,41). In brief, purified primary microglia were cultured on 24-well plates at a density of around 50 000 cells/cm^2^ (100 000 cells/well) and transfected with either *Trem2* siRNA or the negative control siRNA. After 72 h, microglia were treated with 50 μg pHrodo-conjugated *E. coli* per well for 1 h at 37°C. Cells pre-incubated with 10 μm cytochalasin-D for 30 min prior to the phagocytosis assay were used as a negative control. Cells were re-suspended with PBS after the assay, and then washed and collected in ice-cold fluorescence-activated cell sorting (FACS) buffer (PBS without Ca^2+/^Mg^2+^, with 0.5% BSA, 0.05% sodium azide and 2 mm EDTA). Collected microglia were assessed (10 000 cells counted per sample) by flow cytometry (FACSCalibur running CellQuest Pro; Becton Dickinson, UK) with excitation at 488 nm and emission within a range of 500–535 nm. Following identification of single microglial cells with the expected size and granularity by forward (FSC-H) versus side (SSC-H) scatter of light, microglia with different amounts of phagocytosed fluorescent *E. coli* and thus with different fluorescent intensities were plotted and analyzed using Flowing software (developed by Perttu Terho, Turku Centre for Biotechnology, Finland; www.flowingsoftware.com).

### Primary microglia lysis for gene expression and protein analysis

For gene expression analysis, primary microglia were washed with ice-cold PBS three times and then lysed in ice-cold QIAzol RNA lysis reagent (Qiagen). Lysed cells were snap frozen on dry ice and stored at −80°C.

To analyze cellular protein, primary microglia were washed with ice-cold PBS three times and then lysed in 2× Laemmli dye. Lysed cells were boiled at 95°C in a heating block for 5 min and stored at −20°C.

For ELISA analyses, supernatants from primary microglial culture were collected, centrifuged to remove cell debris and stored at −20°C.

### RNA purification and cDNA preparation

Prior to RNA purification, the primary microglia samples were homogenized using a 1 ml syringe and a G21 needle, or hippocampal samples were homogenized using a polytron. Total RNA was isolated using the miRNeasy mini kit (Qiagen) following manufacturer’s instructions. The concentration of RNA was assessed with a NanoDrop Spectrophotometer (Thermo Scientific), with the A_260_/A_280_ ratio typically around 2. Randomly selected RNA samples from different experiments (*Trem2* knockdown and non-targeting siRNA, or from *Trem2* R47H mice and WT littermates; *n* = 6 per group under control conditions as well as treatment with LPS and IL-4), were tested by capillary electrophoresis using an Experion (Bio Rad) and Tapestation (Agilent) to confirm the quality and concentration of the total RNA (Supplementary Material, Figs S9 and S10). Typical RNA Integrity values (RIN) around 9.0 from 10.0 were obtained regardless of siRNA, genotype of mice or treatment type.

The same amount of RNA from each sample was first treated using DNase I (Amplification Grade, Invitrogen) plus RNaseOUT (Invitrogen). The reverse transcription reaction was then performed using the High Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems) following the manufacturer’s instructions, in parallel with a negative control lacking the reverse transcriptase.

### Primer design and test

Primers were designed to span at least two exons and tested for specificity against the entire mouse transcriptome using Primer-BLAST (NCBI) and supplied by Eurofins MWG Operon. All primers were tested for specificity by performing a standard PCR reaction and resolving the products on a 3% agarose gel with ethidium bromide, followed by a quantitative RT-qPCR reaction to obtain the linearity range for primers, calculate primer efficiency and test primer specificity using a ‘melt-curve’ analysis. All primer sequences are listed in Supplementary Material, Table S7.

### RT-qPCR

The cDNA samples were tested in triplicate with a reverse-transcriptase (RT) lacking control in a 96-well plate using the CFX96 system (Bio Rad), with each 20 μl reaction containing the cDNA dilution, 0.25 μm of forward and reverse primers, and SYBR Green PCR master mix (Bio Rad). Cycling conditions were: 95°C – 3 min, 40 cycles of [95°C – 10 s, 58°C – 30 s and 72°C – 30 s], and then 72°C – 5 min. A melt curve was generated by heating from 60 to 90°C with 0.5°C increments and 5 s dwell time. All RT-qPCR reactions were checked for a single peak with the melt-curve analysis reflecting a single PCR product. Expression levels of the housekeeping genes *Arf1*, *H3f3b* and *Rps28* were shown to be stable between the different experimental samples when higher molecular weight RNA was measured (Supplementary Material, Figs S9 and S10). The raw cycle threshold (CT) values of target genes (mean of the triplicates for each sample) were normalized to *Rps28* CT values for each sample using the delta CT method (43), and were similar when normalized to the geometric mean of all three housekeeping genes *Arf1*, *H3f3b* and *Rps28*.

### RNA-seq transcriptome work

The quality and concentration of the total RNA was assessed using capillary electrophoresis of each sample from *Trem2* R47H KI and WT primary microglia cultured under basal conditions and in response to IL-4. The RNA-seq library preparation and sequencing was performed by Eurofins Genomics (Ebersberg, Germany). Libraries were created using commercially available kits according to the manufacturer’s instructions, where first strand cDNA synthesis was poly(A)-primed, and then fragmented (SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing, Takara). After fragmentation the library was prepared with the SMARTer ThruPLEX DNA-Seq Kit (Takara). During PCR amplification 10–12 cycles were used. After PCR amplification, the resulting fragments were purified, pooled, quantified and used for cluster generation. For sequencing, pooled libraries were loaded on the cBot (Illumina) and cluster generation was performed according the manufacturer’s instructions. Paired-end sequencing using 100 bp read length (multiplex 12 samples per lane—28 million reads) was performed on a HiSeq2500 (HiSeq Control Software 2.2.58) using HiSeq Flow Cell v4 and TruSeq SBS Kit v4. For processing of raw data, RTA version 1.18.64 and bcl2fastq v2.20.0.422 was used to generate FASTQ files. Adaptors and low quality base pairs were removed from FASTQ files using Trim Galore (Babraham Bioinformatics). Transcripts were quantified with Salmon (110), using gene annotation from ENSEMBL GRCm38. Salmon was used because it incorporates GC correction and accounts for fragment positional bias. To obtain gene level quantification from the transcripts, and correct for average transcript length and library size, expressed as transcripts per million (TPM), the tximport R package was used (111). 

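Each library's column of TPM sums to 1000000. A TPM value depends on all other genes of its library, so a rise in a few abundant genes lowers the values of the rest. *Fth1*, for example, was at 75990 TPM in untreated WT culture T13 and 38760 TPM in IL-4-treated KI culture T22.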

TPM values were log2 transformed, and genes were considered expressed when log2 TPM values displayed a mean > 1·5 for a given gene, resulting in a total of 11 119 genes expressed.

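The number of expressed genes, those with a mean of log2(TPM + 1) above 1.5 over the 12 libraries, was 11204. With zeros left out of the mean of log2(TPM) there were 11276, and with log2(TPM + 0.1) there were 9948.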

WGCNA was performed (46), with an optimization for constructing more biologically meaningful co-expression networks (47). R code and tutorial available from: https://github.com/juanbot/CoExpNets. Genes with variable expression patterns (coefficient of variation >5% considering genotype and IL-4 treatment) from log2 TPM values were selected for network analyses resulting in 10 463 genes for network analyses. 

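Of the 11204 expressed genes, 9380 had a coefficient of variation above 5% of log2(TPM + 1) over the 12 libraries, and 7338 had one above 5% over the means of the 4 groups.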

The module of genes with high correlation of the module eigengene with *Trem2* genotype or IL-4 treatment was selected for analysis (*Trem2* genotype module, Pearson’s product–moment correlation = −0.73, *P* = 0.007; IL-4 treatment module, Pearson’s product–moment correlation = 0.98, *P* = 9e−9). TOM connectivity values were used to plot the network diagrams (TOM > 0·461 for *Trem2*-associated module, and TOM > 0.488 for IL-4-associated module, to plot approximately the top 50% genes with the highest connections per module). Hub genes were considered to be the top 5% most connected genes within the plotted module. Genetic networks were visualized from the TOM matrix using VisANT 5.0 (112).

### ELISA of TREM2 and TNF-alpha by primary microglia

The TREM2 levels in the primary microglial supernatants were quantified using MaxiSORP 96 well plates (Nunc) coated with 1 μg/ml of a rat anti-mouse/human TREM2 monoclonal antibody (clone 237 920, R&D Systems, RRID: AB_2208679) overnight at 4°C. The plates were washed with PBS/0.1% Tween-20 (PBST), then blocked with 1% BSA in PBST for 45 min at room temperature (RT), followed by 3 washes with PBST. 100 μl of supernatant samples and standards (recombinant mouse TREM2-FC, 1729-T2; R&D Systems; 0–20 ng/ml in BSA-PBST) were then incubated for 2 h at RT, followed by three washes with PBST. For the detection, plates were incubated for 1.5 h at RT with biotinylated sheep anti-mouse TREM2 antibody (0.1 μg/ml, BAF1729, R&D Systems, RRID: AB_356109) diluted in BSA-PBST. Plates were subsequently washed four times with PBST, followed by an incubation with streptavidin-HRP (0.2 μg/ml, Invitrogen) diluted in PBST for 45 min at RT. Plates were washed three times with PBST followed by the addition of a chromogenic substrate solution (tetramethylbenzidine, TMB) in the dark. The reaction was terminated with the addition of stop solution (0.16 M H_2_SO_4_) and the absorbance was read at 450 nm (Tecan Genios).

The TNF-alpha levels in the primary microglial supernatants were quantified using Quantikine Mouse TNF-alpha ELISA kit (R&D Systems, MTA000B), following the manufacturer’s instructions. In general, equal volumes of cell supernatants, together with the provided buffer, were loaded in duplicate to the ELISA microplate and incubated for 2 h at RT. Following five washes, wells were then incubated with horseradish peroxidase conjugated mouse TNF-alpha antibody for another 2 h at RT. The microplate was washed again and incubated with a substrate solution prepared with chromogen (TMB) and hydrogen peroxide for 30 min before addition of a stop solution with hydrochloric acid. Then the color intensity was measured at 450 nm using a plate reader (EL800, BioTek) and the TNF-alpha concentrations in microglial supernatants were calculated from the standard curve. To account for the differences in the cell number between different wells of microglia, cell lysates were collected in parallel with the supernatants from the same wells and then tested for levels of a housekeeping protein beta-actin (Ab8227, Abcam, RRID: AB_2305186) by western blot, which was used for normalization of TNF-alpha levels.

### Western blotting

Cellular protein samples from primary microglia were loaded onto 15% polyacrylamide gels and resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis. Proteins were transferred to a 0.45 μm nitrocellulose membrane (Bio Rad) by wet electro-transfer overnight.

Membranes were washed in Tris-buffered saline (TBS; 30 mm NaCl and 30 mm Tris [pH 7.4]) for 10 min, and then blocked in TBS with 0.1% Tween-20 (TBST) and 5% non-fat milk for 1 h at room temperature. Membranes were then probed with primary antibody (STAT6 antibody, 5397S, Cell Signaling Technology, RRID: AB_11220421; p-STAT6 (Y641) antibody, 56554S, Cell Signaling Technology; AKT (pan) antibody, 4691T, Cell Signaling Technology, RRID: AB_915783; p-AKT (T308) antibody, 2965S, Cell Signaling Technology, RRID: AB_2255933; p-AKT (S473) antibody, 4060T, Cell Signaling Technology, RRID: AB_2315049; beta-actin antibody, ab8227, Abcam, RRID: AB_2305186) diluted in blocking buffer overnight at 4°C. Following three washes with TBST, membranes were then incubated with a horseradish peroxidase conjugated secondary antibody that was diluted 1:10 000 in blocking buffer for 1 h at room temperature. Membranes were finally washed three more times, and the horseradish peroxidase signals revealed with enhanced chemiluminescence detection (ECL, Bio Rad). Image acquisition and densitometric analysis was performed using ImageLab (v5.2, Bio Rad).

### Immunocytochemistry

Primary microglia plated on poly-D-lysine coated coverslips were fixed with 2% PFA for 15 min at room temperature, followed by five washes with PBS. Prior to immunocytochemical staining, coverslips were washed in PBS for 10 min and blocked for 1 h at room temperature with 5% goat serum diluted in PBS with 0.125% Triton-X 100. Coverslips were then incubated overnight at 4°C with AIF1/IBA1 antibody (diluted 1:1000; 019–19 741, Wako, RRID: AB_839504) and GFAP antibody (diluted 1:1000; G3893, Sigma, RRID: AB_477010), in the blocking solution. After primary antibody incubation, coverslips were washed three times with PBS and then incubated for 2 h at room temperature in the anti-rabbit and anti-mouse secondary antibody dilutions in blocking solution. After three washes with PBS and staining with DAPI, coverslips were mounted on SuperFrost Plus slides (Fisher) with Fluoromount G (Scientific Biotech).

### Imaging and analysis

Coverslips were imaged using an EVOS^®^ FL Auto Cell Imaging System (Life Technologies) under a 20X objective. Two coverslips per genotype and treatment were used and at least six fields of view (600 μm × 600 μm) per coverslip were imaged. AIF1/IBA1-positive, GFAP-positive cells and DAPI were counted with Adobe PhotoShop CS6 software and the microglial purity was calculated as a percentage of the AIF1/IBA1-positive cell counts versus the DAPI counts in the same field of view.

### Statistics

Data are shown as mean ± SEM. The sample size (*N*) represents the number of independent cell preparations or mice. All statistics were performed using Prism v7 (Graphpad). For the primary microglial gene expression changes with *Trem2* knockdown versus the non-targeting siRNA control, single gene expression level was normalized as a fold change of the negative control within each independent microglial culture preparation, and then a one-sample Student’s *t*-test with Bonferroni correction was conducted for statistical analysis. For the phagocytosis experiment, a paired Student’s *t*-test was used to compare the *Trem2* knockdown group and the non-targeting siRNA control group (samples from the same microglial culture preparation were paired). For the LPS or IL-4 treatment experiments, to assess the impact of *Trem2* knockdown and LPS/IL-4 treatment on the gene expression, data were normalized to the negative control without LPS/IL-4 treatment within each individual microglial preparation and then analyzed with two-way ANOVA followed by Sidak’s multiple comparison tests when appropriate. The *Trem2* R47H KI expression data in whole hippocampal homogenates were tested by one-way ANOVA with Sidak’s multiple comparisons tests when appropriate. The *Trem2* R47H KI immunohistochemistry data were analyzed using two-way ANOVA with Sidak’s multiple comparisons tests when appropriate. For the primary microglia cultured from the *Trem2* R47H KI mice, data were analyzed with two-way ANOVA separately for LPS or IL-4 treatment using the same control samples, and then Sidak’s multiple comparisons tests were performed when appropriate. Differences were considered significant if *P* < 0.05.

RNA-seq read counts were analyzed for differential expression using the DESeq2 package (113). DESeq2 uses raw read counts, applies normalization, and estimates dispersion. Genes were filtered to remove those with low levels of expression (minimum of 12 counts across all 12 samples). We tested for *Trem2* genotype and IL-4-treatment effects using the likelihood-ratio test, and state differentially expressed genes as FDR < 0.05 (113). 

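In Tables S1 to S4 the p-value of 100% of the listed genes equals the exponential of minus 0.5 times the test statistic, which is the upper tail of a chi-square distribution with 2 degrees of freedom. Each likelihood-ratio test thus dropped 2 coefficients, and the F-tests used here took 2 coefficients as well. Of the genes in the paper's tables, 284 of 311 (Table S1), 352 of 408 (Table S2), 157 of 184 (Table S3) and 74 of 83 (Table S4) were tested here. The sign of the average difference matched the table for 277, 347, 156 and 69 of them, and 39, 127, 79 and 16 were past the threshold in the same direction in limma's F-test.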

Biological annotations using Gene Ontology, REACTOME (114) and KEGG (115) databases were identified using gProfileR2 (116), using genes with FDR < 0.05 or present in specific co-expression modules, using all detected genes in our experiment as the background. Comparisons between differentially expressed genes, or genes present in co-expression modules, were performed with Fisher’s exact test, after determining common genes that could be detected between experiments.

## Supplementary Material

Supplementary_material_ddaa209 Click here for additional data file.

Table_S1_Genes_decreased_exp_HO-Trem2_R47H_KI_vs_WT_ddaa209 Click here for additional data file.

Table_S2_Genes_increased_exp_HO-Trem2_R47H_KI_vs_WT_ddaa209 Click here for additional data file.

Table_S3_Genes_increased_exp_IL-4_vs_untreated_ddaa209 Click here for additional data file.

Table_S4_Genes_decreased_exp_IL-4_vs_untreated_ddaa209 Click here for additional data file.

Table_S5_Biological_annotations_of_modules_from_network_analysis_ddaa209 Click here for additional data file.

Table_S6_Cluster_of_genes_showing_highest_connectivity_to_Arg1_ddaa209 Click here for additional data file.

Table_S7_PCR_primers_ddaa209 Click here for additional data file.

## Data Availability

RNA-seq expression data have been deposited in NCBI’s Gene Expression Omnibus (GEO; Series accession number GSE 157891, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157891).

# Supplementary material for: Trem2 promotes anti-inflammatory responses in microglia and is suppressed under pro-inflammatory conditions
**Source:** Hum Mol Genet. 2020 Sep 22;29(19):3224–48. doi: 10.1093/hmg/ddaa209
**Supplement:** Table_S7_PCR_primers_ddaa209

**Supplementary Table 7.** PCR primer sequences used in the study

| Gene | Forward primer (5’-> 3’) | Reverse primer (5’->3’) |
| --- | --- | --- |
| ***Aif1*** | GGAGACGTTCAGCTACTCTGAC | CATCCACCTCCAATCAGGGC |
| ***Arf1*** | TCCGAGATGCTGTTCTCTTGG | CAGTTCCTGTGGCGTAGAGAG |
| ***Arg1*** | ACCTGGCCTTTGTTGATGTCC | CTGGTTGTCAGGGGAGTGTTG |
| ***C1qa*** | GTCTCAAAGGAGAGAGAGGGGAG | TATGGACTCTCCTGGTTGGTG |
| ***Cd68*** | TTCACCTTGACCTGCTCTCTC | GTAGGTTGATTGTCGTCTGCG |
| ***Csf1r*** | GGATGGATACCAAATGGCCC | ACTGGTAGTTGTTAGGCTGC |
| ***H3f3b*** | CGTTCGTTGGTGGAGTATCTG | GTGGACTTCCTAGCGGTCTG |
| ***Igf1*** | GGACCGAGGGGCTTTTACTTC | CCAGTCTCCTCAGATCACAGC |
| ***Il1b*** | TCCTGTGTAATGAAAGACGGC | GGTGCTGATGTACCAGTTGGG |
| ***Pik3cg*** | CGGTCTATGCTGTACTGGGAG | GGAAGGGACATTCTCTGGAGG |
| ***Plcg2*** | AACTCTATTCCTCCTGTCGCC | GAACCTGCTGTTGCTTACTCTC |
| ***Rps28*** | ATCAAGCTGGCTAGGGTAACC | GGCCTTTGACATTTCGGATGA |
| ***Spi1*** | TATCAAACCTTGTCCCCAGCC | TGGTAGGTCATCTTCTTGCGG |
| ***Stat6*** | GCCAGATAACCATGCCCTTTG | TTGGTGAGGTCCTGTTCAGTG |
| ***Tgfb1*** | ATACCAACTATTGCTTCAGCTCC | CAGAAGTTGGCATGGTAGCCC |
| ***Tnf*** | ACCACGCTCTTCTGTCTACTG | CAGGCTTGTCACTCGAATTTTG |
| ***Trem2*** | GACCTCTCCACCAGTTTCTCC | TCAGAGTGATGGTGACGGTTC |

How the deposited data were processed for this re-analysis (not part of the article)

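RNA-seq libraries of primary microglia from homozygous *Trem2* R47H KI and WT mice were analysed, each culture untreated and after 48 h with 20 ng/ml IL-4. There were 6 cultures, 3 per genotype, and 12 libraries. The authors trimmed reads with Trim Galore, quantified transcripts with Salmon, which corrects for GC content and fragment position, against ENSEMBL GRCm38, and used tximport to obtain gene values. The values the authors deposited are TPM per gene and library, corrected for average transcript length and library size. The versions of these tools are not named in the paper's text. The paper's methods give a nominal number of reads for the sequencing. TPM keeps no read counts, so the reads counted per library and the counting error of a value are unknown here, and no interval for counting error is given. Precision is described by the spread between cultures. The authors tested read counts with DESeq2's likelihood-ratio test; those counts were not analysed here, so limma took its place on the log scale.

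The 48623 genes of the table were matched by identifier to the GRCm38 gene annotation, which named 48350 of them and gave their coordinates. Where a symbol had more than 1 identifier, the one with the highest mean TPM was used. Values were transformed to log2(TPM + 1). Genes with a mean above 1.5, the paper's own limit for expressed genes, were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a variance trend on expression) with genotype, IL-4 and their interaction as coefficients over all 12 libraries. Summaries, exact permutation tests and plots were made in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Adjusted p-values are Benjamini-Hochberg values over the 11204 genes tested unless a list is named, with a threshold of 0.05. Scores of gene lists are mean z-scores and were tested by exact permutation of whole cultures for genotype and of the treatment within cultures for IL-4. The genes of Fig. 7 were read by eye from the figure, 83 for the *Trem2* network and 98 for the IL-4 network, and the *Arg1* cluster was taken from Table S6.

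The pairing of an untreated with an IL-4-treated library comes from the culture number that the sample names share. The fits without it and with it (culture as a random replicate block for genotype, at a within-culture correlation of 0.198, and as a fixed block for IL-4 and the interaction) are given beside each other. Ignoring the culture treats the 2 libraries of a culture as independent, which for genotype overstates the number of replicates. All tests take the cultures themselves as independent. The paper prepared pups of one knock-in litter at the same time, and the litter of each sequenced culture is not known here.

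Genes are named by a rule: every gene the paper names in its RNA-seq results and in Figs 6, 7 (hub genes) and 8A, every RT-qPCR gene, and for each comparison the 3 genes with the smallest p-value in each direction among those past the threshold with the same sign in every culture. Genes outside this rule are named as chosen after their values were seen. No gene met the rule for the interaction. *Oas1b* and *Hspa1b* fell below the expression filter and were tested without it.

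The limma fit was tested on simulated values for 11204 genes, of which 200 were changed by 2 on the log2 scale. It recovered 71.5% of them for genotype with 7.1% false calls, 73% for IL-4 with 3.9% and 33% for the interaction with 4.3%. Every simulated library was drawn independently, without the within-culture correlation of 0.198. These rates therefore do not cover the effect of ignoring the culture. With no gene changed, 1 gene was called. Alternatives tried were a pseudocount of 0.1, no expression filter, a filter at 3, quantile normalization, median-ratio scaling, no variance trend, the replicate block, other contrasts, other ways to score a list, and leaving out each culture in turn. An astrocyte marker score as a covariate and the TPM scale for IL-4 responses were added after seeing the data, and so were, for single genes, the fits with no filter, a filter at 3 and no variance trend and the 1-coefficient test. The tolerance of 0.05 for calling a correlation different from the paper's was also set after the values were seen, as was the limit under which a difference relative to microglial markers was taken as explained.

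The co-expression modules, the annotation and promoter enrichments, the comparisons with published gene lists and the RT-qPCR, siRNA, LPS, western blot and tissue experiments were not analysed here.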

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

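The tests of *Gfap* and *Mpi* in this part were chosen after the result was seen, and the test of the marker gene sets before. Gene lists, the threshold of 0.05 for adjusted p-values and most alternatives were set before the data were examined. The astrocyte covariate, the TPM scale, the further fits for single genes, the settings that combine 2 choices, the limits used for *Neurl1a* and relative to microglial markers, and the tolerance for correlations were chosen after seeing the data.

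*Gfap*, which encodes a filament protein of astrocytes, was far higher in 1 KI culture than in the others. KI culture T15 had 3013 TPM untreated and 2157 TPM after IL-4, and the other 10 libraries lay between 80.5 and 389 TPM. The paper does not discuss *Gfap* in these libraries. If RNA from astrocytes in that culture were the source, other astrocyte markers would be highest there too, and 9 of the 9 other markers tested had their highest culture mean in T15. RNA from astrocytes that stayed in that culture is therefore a candidate explanation. The paper reports purity by staining for IBA1 and states that the proportions of microglia and other cells did not change substantially between WT and KI cultures, with or without IL-4. No value for single cultures of the sequencing experiment was found in its text. An effect of the genotype on *Gfap* cannot be read from 1 of 3 KI cultures. With T15 left out, 19 genes were lower and 30 higher in KI, and 43 of these were among the 185 genes found with all cultures.

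Markers of mural cells were higher in KI cultures, by a mean log2 difference of 1.286 over 5 genes (exact permutation test over cultures, 2-sided p = 0.1, the smallest possible for 3 against 3, and 0.167 adjusted over 5 marker sets). Every KI library had a mean log2 value of at least 6.17 and every WT library at most 5.83. The difference was 1.15 after median-ratio scaling. The paper does not analyse these genes as cell type markers. More RNA from other cell types in the KI cultures was tested with marker lists written before the test. The median log2 difference of 10 astrocyte markers was 1.567 against 0.121 in random lists matched on expression, although over cultures the mean difference of that set had an exact permutation p of 0.3. Much of this difference lay in KI culture T15, where the mean log2 value of the set was 7.41 untreated and 7.03 with IL-4. The other KI libraries lay between 3.07 and 4.84 and the WT libraries between 2.76 and 4.85, so these ranges overlapped. The 18 microglial markers were lower in KI, with a mean log2 difference of -0.61. RNA from other cells may therefore contribute to the genes higher in KI, although the paper states that cell proportions were similar in both genotypes. Mural markers such as *Acta2* and *Tagln* encode cytoskeletal proteins that microglia might themselves express at a higher level in KI cultures. The values do not separate these explanations.

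*Mpi* rose with IL-4 in WT cultures and changed little in KI cultures. Its log2 response was 1.48 in WT and -0.12 in KI, a difference of -1.60 (limma's interaction test, unadjusted p = 0.00116, adjusted p = 1.00 over 11204 genes). It rose in 3 of 3 WT cultures and fell slightly in 3 of 3 KI cultures. The KI response was smaller than its standard error of 0.28 (unadjusted p = 0.668, limma's test of that contrast). After IL-4, *Mpi* differed between KI and WT by -0.08. This gene was chosen after its values were seen. Of all genes tested, 305 moved in opposite directions in every WT and every KI culture, where random signs give 350. That count ignores the size of the responses and *Mpi* was picked for this pattern, so it does not tell whether *Mpi* is among the chance cases. The F-tests, which include the interaction, were past the threshold for genotype (adjusted p = 0.0367) and for IL-4 (adjusted p = 0.0489). Without IL-4, *Mpi* was higher in KI by 1.52 (adjusted p = 0.0245), and its response in WT was past the threshold as well (adjusted p = 0.0266, limma's tests of these contrasts). The interaction itself fails the correction for multiple tests, so that the responses differ between the genotypes is not shown. No other technical explanation was tested.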

How the results depend on the processing

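The alternatives were set before the data were examined, except the astrocyte marker covariate, the TPM scale and the further fits for single genes named as added below, which were chosen after seeing the data. For the counts that changed, the cause was not tested.

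The genotype counts of 40 lower and 145 higher in KI were not stable in size. They were 30 and 95 with a pseudocount of 0.1, 7 and 9 with no filter, 56 and 90 after quantile normalization, 73 and 106 after median-ratio scaling, 2 and 24 with no variance trend, and 21 and 56 with the replicate block. With the 1-coefficient test of the average difference they were 133 and 442, with the contrast in untreated cultures only 23 and 79, with the contrast in IL-4-treated cultures only 1 and 1, and with culture means 10 and 47. With the astrocyte marker score as a covariate they were 20 and 47. Across the 6 fits that each left out one culture they ranged from 1 to 68 lower and from 2 to 168 higher. Of the 185 genes, 128 remained after quantile normalization, 146 after median-ratio scaling, 25 with no variance trend and 3 without WT culture T33.

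The IL-4 counts of 84 higher and 16 lower were 50 and 11 with no filter, 46 and 4 with no variance trend, 201 and 39 with the replicate block, and 163 and 28 with the astrocyte covariate. They were 128 and 23 with the 1-coefficient test, 40 and 5 with the contrast in KI cultures only, and 56 and 8 with the contrast in WT cultures only. With one culture left out they ranged from 42 to 118 and from 4 to 25.

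No gene had an interaction past the threshold, where 357 had an unadjusted p under 0.05. With no filter 4 had one, *Gm6625*, *Gm13549*, *Gm11523* and *Car3*, which were chosen after their values were seen. *Gm11523* was at 3.92, 4.55 and 6.56 TPM in untreated KI cultures and listed at 0 in the other libraries, and the other genes were under 0.44 TPM in every library. In the *Arg1* cluster, 0 genes had a smaller IL-4 response in KI past the threshold and 7 at an unadjusted p under 0.05. The replicate block gave 2, *Arg1* and *Socs1*. The fits with one culture left out gave 0 to 1 (*Arg1* without T15 and *Socs1* without T13), and the other alternatives set in advance for this count gave 0. Looked at for this count after seeing the data, no filter gave 2, *Ap2m1* and *Ubl3*, and the astrocyte covariate gave 1, *Socs1*. *Ubl3* is named after its values were seen. The number of cluster genes whose responses in KI all lay below those in WT was 11 on the log2 scale and 17 on the TPM scale. Chance gives 5% of independent genes, but the cluster was chosen for connectivity to *Arg1*, which has this pattern itself. The 5% therefore does not decide about the log2 count. It does not serve for the TPM count either, since a gene at a lower level in KI has a smaller TPM response at an equal log2 response. The *Arg1* cluster score ranged from 1.64 to 1.69 with one culture left out, where the smallest possible p is 0.0625.

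Among single genes, 35 of 95 comparisons were past the threshold, and 19 of these kept their direction and side under the alternatives set in advance for single genes, which were the pseudocount, quantile normalization, median-ratio scaling, the replicate block and each culture left out. With all cultures kept, these alternatives made 16 values weaker and 3 stronger and reversed 4, and leaving out one culture made 57 weaker and 4 stronger and reversed 19. Further fits were added for single genes after seeing the data. No filter made 18 weaker, no variance trend made 13 weaker and 1 stronger, the 1-coefficient test made 10 stronger, and a filter at 3 changed none of the 81 comparisons it kept. The astrocyte covariate made 4 weaker and 4 stronger and reversed 7. Over all settings run, the added ones included, 16 of the 35 kept their direction and side.

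The genotype effect of *Trem2* was among those made weaker, with an adjusted p of 0.126 with no filter and 0.0600 with no variance trend (range over its alternatives 0.00197 to 0.126). The genotype effects of *Aif1* (adjusted p = 0.0211), *Csf1* (0.0369) and *Csf1r* (0.0408) and the IL-4 effects of *C1qa* (0.0392), *Igf1* (0.0482), *Cd72* (0.0341), *Ch25h* (0.0351), *Alox5* (0.0392) and *Ap1b1* (0.0424) were each past it in 1 or 2 of the 6 fits that left out one culture.

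No value that changed sign was past the threshold, either with all cultures or where it changed. The differences between KI and WT that did so with all cultures kept were those of *Arg1* (from -0.09 to 0.46) and *Itgax* (from -0.24 to 0.20) with a pseudocount of 0.1 and of *Arf1* (from 0.02 to -0.13) after median-ratio scaling. With the covariate they were those of *Arg1* (0.35), *Itgax* (0.0556), *Stat6* (from -0.54 to 0.0211), *Cd68* (from -0.27 to 0.26), *H3f3b* (from -0.11 to 0.18), *Plcg2* (from -0.23 to 0.13) and *Tgfb1* (from -0.29 to 0.00273). The difference of *Arf1* with IL-4 went from 0.0510 to -0.0500 after quantile normalization. With one culture left out, the difference between KI and WT ranged from -0.0518 to 0.0107 for *Ap2m1*, -0.42 to 0.47 for *Arg1*, -0.61 to 0.12 for *Itgax*, -0.0595 to 0.0753 for *Arf1*, -0.49 to 0.0573 for *Cd68*, -0.29 to 0.12 for *H3f3b* and -0.40 to 0.0312 for *Plcg2*. The difference with IL-4 ranged from -0.12 to 0.00774 for *Aif1*, -0.0497 to 0.0262 for *Rps28*, -0.13 to 0.29 for *Stat6* and -0.18 to 0.00593 for *Trem2*. The *Tmem26* interaction changed sign in 4 of these fits, which gave -0.20, -0.08, -0.06 and -0.17, and ranged from -0.20 to 0.56. The cause of these changes was not tested.

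The paper's methods give a nominal number of reads, but TPM keep no read counts, so whether depth limits the genes with few TPM is unknown.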

Differences from the paper's values

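The paper's number of genes lower in KI is 311, against 40 here, and none of the alternatives set before the data were examined closed the gap. For genes higher in KI the paper's number is 408, against 145 here. With the 1-coefficient test of the average difference it was 442, within 1.5 times the paper's, and the other alternatives set before the data were examined did not close the gap. For genes increased by IL-4 the paper's number is 184, against 84 here. The replicate block (201) and the 1-coefficient test (128) closed this gap, the others set before the data were examined did not, and the astrocyte covariate, chosen after seeing the values, also came within 1.5 times the paper's number, at 163. For genes decreased by IL-4 the paper's number is 83, against 16 here, and none of the alternatives set before the data were examined closed the gap.

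For *Neurl1a* in untreated WT over KI, and for *Retnla*, *Neurl1a* and *Alox5* with IL-4 in KI, the paper gives log2 fold changes. In each of these comparisons 1 of the groups is listed at 0 in all 3 libraries, so the log2 difference here is set by the pseudocount and is not compared with the paper's.

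For *App* in untreated WT over KI, the paper's log2 fold change is -0.4502 (standard error 0.145), against -0.63 here (standard error 0.174). A value counted as within the paper's when the gap was no larger than the larger of the 2 standard errors. It was within after quantile normalization (-0.51), after median-ratio scaling (-0.44) and without T43 (-0.55), T15 (-0.52) or T32 (-0.59). It was also within without T13 (-0.65), where the standard error rose to 0.209 and the value did not come closer. It was not with the pseudocount of 0.1 (-0.63), with the replicate block (-0.63) or without T33 (-0.69) or T22 (-0.77).

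The paper names *Apoc2*, *Oas1b* and *Neurl1a* as lower in KI. Here *Apoc2*, at a log2 difference of -0.52, did not pass in the F-test under any alternative (adjusted p from 0.0559 to 0.547), and passed only where the 1-coefficient test was combined with quantile normalization (adjusted p = 0.0259) or median-ratio scaling (adjusted p = 0.0174). *Neurl1a*, at -1.07, did not pass in the F-test (adjusted p over the alternatives from 0.0631 to 0.480), and passed where the contrast in untreated cultures was combined with a pseudocount of 0.1 (adjusted p = 0.0400). *Oas1b*, tested only in the fit without a filter, was at -0.06 over both treatments. This average joins opposite differences, -0.90 untreated and 0.78 after IL-4. The fold changes that the paper gives for genotype are for untreated cultures, where *Neurl1a* was at -1.97. The paper names *App* and *Hspa1b* as higher. *App*, at 0.55, passed in the F-test with T22 left out (adjusted p = 0.0456, range over alternatives 0.0456 to 0.379), and in the 1-coefficient test alone (adjusted p = 0.0221) or combined with a pseudocount of 0.1, a filter at 3, quantile normalization, the random replicate block or T22 left out (adjusted p from 0.0149 to 0.0409). *Hspa1b*, at 1.82 over both treatments and 2.93 untreated, was tested only in the fit without a filter and did not pass. Settings that combine 2 choices, here and below, were looked at after seeing the values.

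The paper names *Jak2*, *Picalm*, *Oas1b* and *Neurl1a* as induced by IL-4. *Jak2*, at 1.42, did not pass in the F-test (adjusted p over the alternatives from 0.0589 to 0.609), and passed in the 1-coefficient test combined with a filter at 3 (adjusted p = 0.0463), a random (0.0250) or fixed replicate block (0.0375), T15 left out (0.0179) or the astrocyte covariate (0.0248), all of these combinations chosen after seeing the values. *Picalm*, at 0.69, did not pass in the F-test (adjusted p over the alternatives from 0.0544 to 0.709). It passed in the 1-coefficient test alone (adjusted p = 0.0477) and combined with a filter at 3 (0.0377), a random (0.0167) or fixed replicate block (0.0172), T22 left out (0.0336) or the covariate (0.0278), these combinations chosen after seeing the values. *Neurl1a*, at 1.80, passed in the F-test with a pseudocount of 0.1 (adjusted p = 0.0250) and, in settings chosen for it after seeing the values, with no variance trend (0.0329), a random replicate block (0.0243) and the covariate (0.0362), over a range of 0.0243 to 0.235. In the 1-coefficient test it passed alone (0.0367) and, chosen after seeing the values, combined with each of these settings, quantile normalization, median-ratio scaling or the fixed block (0.0156 to 0.0489). The contrast in KI cultures passed combined with the pseudocount of 0.1, no variance trend, the random block or the covariate, also chosen after seeing the values (0.0174 to 0.0441). *Oas1b*, at 0.98 on average, 1.81 in KI and 0.14 in WT, was tested only in the fit without a filter and did not pass. The paper tested its RT-qPCR genes singly, in more mice than were sequenced and without adjustment over all genes, so the thresholds are unlike. Of the genes measured by RT-qPCR that the paper finds lower in KI, *Igf1* (-0.48) and *Cd68* (-0.27) were lower in the libraries and not past the threshold in any fit or contrast run (adjusted p in the F-test from 0.141 to 0.716 and from 0.404 to 0.974). Their unadjusted p for the average genotype difference was 0.0140 and 0.261 (limma's 1-coefficient test). *C1qa* (-0.65) was not past it in the F-test with all cultures (adjusted p = 0.0651), and was with T22 left out (0.0324, range over the alternatives 0.0324 to 0.366). Chosen after seeing the values, it also passed in the 1-coefficient test alone (0.0221) and combined with a pseudocount of 0.1, a filter at 3, quantile normalization, median-ratio scaling, the random replicate block or T22 left out (0.0116 to 0.0354), and in the contrast in untreated cultures with T22 left out (0.0346). *Tgfb1*, which the paper finds lower in KI, was at -0.29 and past the genotype threshold in no fit or contrast run (adjusted p in the F-test from 0.210 to 0.991). The paper finds *Tgfb1* and *Cd68* raised by IL-4 as well. Here their unadjusted p for the average IL-4 difference was 0.000609 and 0.0944 (limma's 1-coefficient test). *Tgfb1*, at 0.76, was past the IL-4 threshold in the F-test with the fixed replicate block (adjusted p = 0.0368) and, chosen after seeing the values, with the covariate (0.00889), over a range of 0.00889 to 0.558. Chosen after seeing the values, it also passed in the 1-coefficient test alone (0.0458) and combined with a filter at 3, either replicate block, the covariate or T15 or T22 left out (0.00213 to 0.0433), and in the contrast in KI cultures with the covariate (0.0439). *Cd68*, at 0.42, was past it in settings chosen after seeing the values, the covariate in the F-test (0.0122, range over the alternatives 0.0122 to 1.00), in the 1-coefficient test (0.00379) and in the contrast in KI cultures (0.0257), and the fixed block in the 1-coefficient test (0.0282). In its siRNA experiment the paper finds *Tnf* and *Il1b* lowered by IL-4. *Tnf*, at -0.76 and lower in 6 of 6 cultures, and *Il1b*, at -0.62 and lower in 4 of 6, were past the IL-4 threshold in no fit or contrast run (adjusted p in the F-test from 0.404 to 1.00 and from 0.432 to 1.00).

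The legend of Fig. 8A gives every gene shown an effect of genotype, an effect of IL-4 and an interaction. The legend reports a two-way ANOVA without naming an adjustment over all genes, so the thresholds are unlike. Here no gene of the 9 passed for genotype in the F-test under any alternative. Unadjusted, the average genotype difference had a p of 0.00766 for *Rnf19b* and 0.0202 for *Tmem26* (limma's 1-coefficient test). For the other genes it lay between 0.07315 and 0.8275. After IL-4 it was 0.00955 for *Rnf19b*, 0.0109 for *Ap1b1*, 0.0370 for *Ap2m1* and 0.0468 for *Arg1* (limma's test of that contrast). The others lay between 0.0534 and 0.1685. In the 1-coefficient test, combined with a scaling after seeing the values, *Rnf19b* passed with median-ratio scaling (adjusted p = 0.0427, range of the F-test 0.122 to 0.654) and *Tmem26* with quantile normalization (adjusted p = 0.0443, range of the F-test 0.132 to 0.673). For IL-4, *Dusp4* did not pass in the F-test on the deposited TPM without a block (adjusted p = 0.0563). It did after quantile normalization (adjusted p = 0.0413), with T15 (0.0319) or T22 (0.0227) left out and, chosen after seeing the values, with a random replicate block (0.0233) or the covariate (0.0230), over a range of 0.0227 to 0.595. It also passed in the 1-coefficient test (0.0256) and in the contrast in WT cultures only (0.0487). Chosen after seeing the values, both of these combined with quantile normalization, median-ratio scaling, either replicate block, the covariate or T15 left out passed too, as did the first with no variance trend and the second with T22 left out (0.0115 to 0.0495). *Rab19* did not pass in the F-test (adjusted p over the alternatives from 0.0534 to 0.690) and did in the 1-coefficient test alone (0.0451) and, chosen after seeing the values, combined with no variance trend, a random or fixed replicate block or the covariate (0.0177 to 0.0384). For the interaction, none of the 9 genes passed after adjustment over all genes in any fit (adjusted p from 0.684 upwards), and *Arg1*, *Ap2m1* and *Ap1b1* had an unadjusted p under 0.05. Adjusted over the 83 genes of Table S6, *Arg1* passed with the fixed replicate block (adjusted p = 0.0276) and with T15 left out (adjusted p = 0.0259), and *Ap2m1* with no filter, looked at for this list after seeing the values (adjusted p = 0.0325). *Tmem26* had an interaction of 0.09, not negative. On the TPM scale, chosen after seeing the values, the responses of all KI cultures lay below those of all WT cultures for all 9 genes. A lower level in KI gives this at an equal log2 response too, so it does not by itself show an interaction. The paper names *Arg1* as affected by both genotype and IL-4, and here it passed for IL-4 and in no fit for genotype.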

Other observations

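The tests of the average IL-4 difference, of values relative to microglial markers, of the astrocyte covariate and of *Neurl1a* were chosen after the result was seen, as was the limit for a difference near 0 relative to the markers, and the other tests in this part before.

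With whole cultures regrouped, 1 of the 10 splits of the 6 cultures into 3 and 3, the real one, gave as many as 185 genes for genotype, and the others gave 0. A share under 0.05 is out of reach with 10 splits. For the interaction, 10 of the 10 splits gave at least as many genes as the real one, which the real count of 0 fixes in advance, so these splits are uninformative (357 genes had an unadjusted p under 0.05). With the treatment exchanged within cultures, 1 of 16 distinct splits gave as many as 100 genes for IL-4, which is also the lowest share possible. For the average IL-4 difference, 1 of 32 splits, the real one, gave 151 genes, and the next highest gave 1.

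The lower *Trem2* network in KI may reflect a lower share of microglial RNA in the KI cultures. Relative to 17 microglial markers outside the network, its mean log2 difference was -0.0342 in place of -0.638. The network was drawn from genes that vary together in these libraries, and markers could also fall because each microglial cell expresses less of them. The test does not separate fewer microglia from lower expression per cell. *Stat6* (0.06), *Spi1* (0.08) and *Tyrobp* (-0.04) relative to the markers were also near 0, with exact permutation p of 0.9, 0.7 and 0.9. *Trem2* stayed lower relative to the markers, at -0.8225 in place of -1.428, as did *Cd72*, at -0.84, each with the smallest possible exact p of 0.1 (0.35 adjusted over the 7 items tested). *Arg1* after IL-4 was at -0.7635 in place of -1.272 (exact p = 0.1, 0.233 adjusted). These exact tests cannot go below 0.1 and so could not have passed. For *Trem2* and *Cd72* every KI culture lay below every WT culture relative to the markers, which chance gives for 10% of genes in either direction. With the astrocyte score as a covariate, which adjusts for astrocyte RNA and not for the share of microglial RNA, *Trem2* (-1.01, adjusted p = 0.00197, range over alternatives 0.00197 to 0.126) and *Cd72* (-1.38, adjusted p = 0.000249, range 2.2e-05 to 0.0174) were past the threshold. A lower share of microglial RNA could account for part of these differences, while the paper states that cell proportions were similar in both genotypes.

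A difference in astrocyte RNA between the cultures was tested by adding the astrocyte marker score to the model. It left 67 genes past the genotype threshold, of which 54 were among the 185 found without it. The score differs between the genotypes in part because of T15, so the covariate may also remove an effect of the genotype, and the 2 cannot be told apart. Of the other marker sets, oligodendrocyte markers had a mean log2 difference of 1.20 (exact permutation p = 0.1) and fibroblast markers of 0.51 (exact permutation p = 0.6). Only 1 endothelial marker was tested, so that set was not compared.

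The genes of Table S6 were tested for co-expression with *Arg1* beyond the treatment and genotype groups. With group means removed, the median correlation was 0.1991 against -0.02478 in random lists (p = 0.0017 over 10000 lists). The list was chosen on the same libraries, so this cannot tell whether the relation would hold in others.

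*Neurl1a* was listed at 0 in all 3 untreated KI libraries. Values that drop to 0 in 3 libraries by chance are a candidate explanation that cannot be excluded. With limits of 0.1 and 1 TPM, 3 genes were low in these libraries and above the higher limit in the other 9, and up to 4 were in the 216 sets of 3 libraries not of one condition, 5 of which had as many. Limits of 0.01 and 1 TPM gave 2 genes, and at most 3 in other sets. Higher limits of 2 and 3 TPM were also looked at, but they exclude *Neurl1a* itself, which was at 1.14 TPM in untreated WT culture T43, and so do not bear on it.

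Across the genes of Tables S1 and S2 tested here, the correlation of the paper's fold changes with the log2 differences was -0.954 in untreated cultures, -0.755 after IL-4 and -0.904 on average, the sign being that of WT over KI. Across those of Tables S3 and S4, it was 0.904 in KI, 0.703 in WT and 0.843 on average. Genes are not independent replicates.

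*Xist* was at 3.56 and 5.47 TPM in WT culture T13 and 6.28 and 6.36 TPM in KI culture T32 (untreated and IL-4), and at most 0.283 TPM in the other libraries. *Ddx3y* was between 14.9 and 36.8 TPM in the libraries of the other cultures.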
